# Functional characterization of E- and P-cadherin in invasive breast cancer cells

**DOI:** 10.1186/1471-2407-9-74

**Published:** 2009-03-03

**Authors:** David Sarrió, José Palacios, Marta Hergueta-Redondo, Gonzalo Gómez-López, Amparo Cano, Gema Moreno-Bueno

## Abstract

**Background:**

Alterations in the cadherin-catenin adhesion complexes are involved in tumor initiation, progression and metastasis. However, the functional implication of distinct cadherin types in breast cancer biology is still poorly understood.

**Methods:**

To compare the functional role of E-cadherin and P-cadherin in invasive breast cancer, we stably transfected these molecules into the MDA-MB-231 cell line, and investigated their effects on motility, invasion and gene expression regulation.

**Results:**

Expression of either E- and P-cadherin significantly increased cell aggregation and induced a switch from fibroblastic to epithelial morphology. Although expression of these cadherins did not completely reverse the mesenchymal phenotype of MDA-MB-231 cells, both E- and P-cadherin decreased fibroblast-like migration and invasion through extracellular matrix in a similar way. Moreover, microarray gene expression analysis of MDA-MB-231 cells after expression of E- and P-cadherins revealed that these molecules can activate signaling pathways leading to significant changes in gene expression. Although the expression patterns induced by E- and P-cadherin showed more similarities than differences, 40 genes were differentially modified by the expression of either cadherin type.

**Conclusion:**

E- and P-cadherin have similar functional consequences on the phenotype and invasive behavior of MDA-MB-231 cells. Moreover, we demonstrate for the first time that these cadherins can induce both common and specific gene expression programs on invasive breast cancer cells. Importantly, these identified genes are potential targets for future studies on the functional consequences of altered cadherin expression in human breast cancer.

## Background

Cadherins are integral membrane glycoproteins that mediate calcium-dependent cell-cell adhesion [1]. Their genes cluster in specific chromosomal regions, such as human 16q22.1, where E-cadherin (*CDH1*) and P-cadherin (*CDH3*) genes are located [2]. Cadherins have important differences in tissue expression and function [3]. While E-cadherin (E-cadh) is expressed in the luminal epithelial cells of the normal breast, P-cadherin (P-cadh) expression is restricted to myoepithelial cells [3,4]. The cytoplasmic domain of the cadherins interacts with the catenins (α-, β-, γ-catenin and p120) to form the functional adhesion complexes [5]. The catenins, in turn, are able to mediate signaling pathways (such as the Wnt-pathway) that control the expression of a number of genes involved in tumorigenesis [6,7]. Alterations in the cadherin-catenin complexes are directly implicated in tumorigenesis and cancer progression [3,8,9]. E-cadherin gene (*CDH1*) is considered a tumor and invasion suppressor gene, since its down-regulation enhance cell migration and promotes metastasis in a variety of cancer models [10-13]. Reduction of E-cadherin expression is a frequent event in various carcinoma types [3,8,9]. In breast cancer, E-cadherin expression is reduced in about 50% of the ductal tumors, and completely lost in the majority of lobular carcinomas [14,15]. Loss of E-cadherin function in breast tumor cells can be achieved by genetic (loss of heterozygosity and inactivating mutations) and epigenetic (promoter hypermethylation) alterations [14,16]. Moreover, *CDH1 *can be transcriptionally repressed by a variety of transcription factors, such as Snail (Snai1), Slug (Snai2) and Twist, among others (reviewed in [17]). In some tumor types and cellular models, loss of E-cadherin associates to the process known as Epithelial-Mesenchymal Transition (EMT), which is characterized by up-regulation of mesenchymal markers (vimentin, fibronectin), modification of actin cytoeskelton (induction of stress fibers and focal adhesions), and acquisition of a fibroblastic, highly invasive and metastatic phenotype [17,18].

Contrary to E-cadherin, P-cadherin positive expression in breast carcinomas associates to unfavorable prognostic factors, such as high grade and estrogen receptor negativity [19-22], but the functional role of P-cadherin in breast tumorigenesis is poorly understood. Moreover, the exact mechanisms by which the cadherins control tumor invasion are not well defined.

To gain insights into the functional role of the E- and P-cadherin in invasive breast cancer, we have analyzed the effects of the ectopic expression of these cadherins on the phenotype, migratory and invasive behavior of the MDA-MB-231 cell line (hereafter referred as 231). Moreover, we have characterized for the first time the transcriptional changes modulated by E- and P-cadherin in these cells, thus providing novel potential targets secondary to altered cadherin expression in invasive breast cancer.

## Methods

### Cell Culture and Transfection

MDA-MB-231 and MCF7 breast cancer cell lines were obtained from the American Type Culture Collection (ATCC), and grown in DMEM medium, supplemented with 10% fetal calf serum, and 1% penicillin-streptomycin. To generate stable cell lines, cells were transfected with the Dexamethasone (Dex)-inducible pLK-pac-based vectors containing the complete human E-cadherin or P-cadherin mRNAs [23] as well as the empty vector, using TransFast Reagent (Promega). The plasmids were kindly provided by Dr Albert B. Reynolds, (Nashville, USA), and Keith R. Johnson (Omaha, USA). By puromycin selection we isolated two clones for each condition: stably transfected with E-cadherin (hereafter referred to as 231-E-cadh), with P-cadherin (231-P-cadh) or containing the empty vector (231-Control). To induce cadherin expression, cells were treated with 10 nM Dexamethasone for 24 hours. All experiments were performed using two clones for each condition, and the presented data represents the mean value of them.

### Immunofluorescence

Cells grown on coverslips were fixed in either methanol (-20°C) or 3.7% formaldehyde (30 min at room temperature) and then incubated with the primary antibodies at the appropriate dilutions. The primary antibodies used were: mouse anti-E-cadherin (clones HECD1 and 4A2C7, from Zymed), anti-P-cadherin (BD Biosciences), anti β-catenin (BD Biosciences), anti-paxillin (Calbiochem) anti-vimentin (DAKO), anti-cytokeratins (AE1/AE3 from Biomeda), and polyclonal rabbit anti-p120 (Sta Cruz Biotechnology). The Alexa-488-coupled phalloidin (Molecular Probes, Eugene, OR) was used to stain actin cytoskeleton. Secondary antibodies were Alexa488-coupled anti-mouse, Alexa594-coupled anti-mouse or FITC-coupled anti-rabbit (Molecular Probes). Cell nuclei were stained using 4,6-diaminidino-2-phenylindole (DAPI) (Molecular Probes). Staining was examined using a confocal ultra-spectral-microscope (TCS-SP-2-AOBS-UV, Leica, Wetzlar, Germany). Post-capture image analysis and processing of confocal image stacks were performed using the Leica Confocal software.

### Western Blot

For western blotting, cells were washed with HMF Buffer (*Hepes buffer Mg^2+ ^Free*, 10 mM Hepes pH 7.4, 150 mM NaCl, 1 mM CaCl_2_, 0.1% glucose) and proteins were extracted using standard RIPA buffer containing protease inhibitors. Polypeptides were transferred onto Immobilon-P membranes (Millipore, Bedford, MA), and blots were then incubated with anti-E-cadh (1:1000), anti-P-cadh (1:500) or alfa-tubulin (1:10,000) monoclonal antibodies for 1 hour. After washing, anti-mouse Ig HRP-conjugated secondary antibody (Amersham, Buckinghamshire, UK) was then applied, and visualized using the ECL chemiluminescence detection kit (Amersham Biosciences, Uppsala, Sweden). For detection of E-cadherin and P-cadherin proteins, blots were exposed 5 minutes, for alfa-tubulin 30 seconds. To compare the levels of exogenous cadherins in 231-E-cadh and P-cadh clones, band intensity was measured using ImageJ software. Relative to alfa-tubulin (loading control), cadherin expression after Dex induction was 0,98 and 0,92 for 231_E-cadherin clones, and 1,0 and 1,1 for P-cadherin clones.

### RNA extraction, amplification, labelling and microarray hybridization

Control cells (2 clones), as well as E-cadherin (2 clones) and P-cadherin (2 clones) transfectans were treated with Dex for 48 h and then grown without Dex for another 24 h, until the cells reached complete confluence. Moreover, control cells were also grown in parallel for 72 h without Dex (control untreated), until reached confluence. Total RNAs for each condition were extracted using RNAesy Extraction Kit (QIAGen), and subsequently amplified by *in vitro *transcription using Megascript T7 protocol (Ambion, Austin, TX), essentially as reported before [24,25]. Amplified RNAs for the three control clones treated with Dex were then mixed in equal proportions to obtain a "Control-treated pool". This pool was labeled with Cy3-dUTP fluorochrome (Amersham, Uppsala, Sweden) and subsequently used as the "reference sample" in the hybridizations. Hybridizations were performed onto the "CNIO Oncochip" cDNA microarray v 2.0, as described previously [24,25].

Since the addition of Dex alone may alter the transcriptional level of some genes, to identify the genes whose expression was directly modified by E-cadherin or P-cadherin induction, we first hybridized (in quadruplicate) Cy3-labelled-Control-treated pool against Cy5-Control-untreated cells. The genes modulated by at least 2-fold after Dex treatment in 231 control cells (data not shown) were removed from the following analysis. After this filtering, the amplified RNA from each of the 231_E-cadh and 231_P-cadh clones was labeled with Cy5 and then hybridized against a pooled RNA from the three Dex-treated control clones (reference sample). Two independent hybridizations were performed for each clone, thus a total of four experiments were performed for each condition (E-cadh or P-cadh transfected cells). Microarray slides were washed, dried, and then scanned in a Scanarray 5000 XL scanner (GSI Lumonics, Kanata, Ontario, Canada).

### cDNA microarray data analysis

Data from the fluorescence intensity measurements of each array experiment were processed using GenePix Pro 5.0 program (Axon Instruments, Inc., Union City, CA). For statistical analysis, we selected genes with expressions that differed by a factor of at least 2-fold with respect to the control reference. A hierarchical clustering method was applied to group of genes and samples on the basis of the similarities in expression, and the unsupervised analysis were visualized using the SOTA and TreeView software http://gepas3.bioinfo.cipf.es/cgi-bin/sotarray, http://gepas3.bioinfo.cipf.es/cgi-bin/treeview, assuming Euclidean distances between genes. Genes with potentially significant changes in expression among the conditions were identified using the POMELO program http://pomelo2.bioinfo.cnio.es/. We tested the null hypothesis of equal means among the three groups using ANOVA, computing p-values using a permutation test. To select differentially expressed genes, we adjusted for multiple testing using the False Discovery Rate (FDR) method; we report as differentially expressed genes with FDR adjusted p-value < 0.15.

### Protein interaction network

Modified genes found in the microarrays data were used to produce a Protein-Protein Interaction (PPI) network for the biological processes level. This analysis was carried out using PathArchitect software v4.0 (Stratagene) incorporating information about these genes. Relevance networks were built by using the algorithm indicated by the manufacturer.

### Real time quantitative RT-PCR (qRT-PCR)

To validate data from cDNA microarrays, the expression of selected genes was analyzed by qRT-PCR using gene-specific TaqMan probes (Applied Biosystems, Foster City, CA). Analysis was performed with the ABI PRISM 7700 Sequence Detection System Instrument and software (Applied Biosystems), following the manufacturer's recommendations. Each reaction was performed in triplicate from two cDNA dilutions. The internal standard human beta-2 microglobulin gene (*B2M*; Applied Biosystems) was used to normalize cDNA quantity. The amount of target gene and endogenous reference was determined using the standard curve method. The standard curve was constructed by five-fold serial dilution of cDNA from a pool of breast cancer tissues.

### Cell aggregation Assay

MCF7 and 231 cells were tested for their ability to aggregate in hanging drop suspension cultures, essentially as described previously [23]. Briefly, cells were trypsinized, counted, resuspended in DMEM medium with or without 10 nM Dex and plated in equal numbers as hanging drop cultures. Cells were allowed to aggregate for 24 h at 37°C, and were then pipetted 10 times to disrupt weak aggregates prior to photography. The size of the particles was measured using ImageJ 1.37c software and the mean particle area was represented for each of the experimental conditions (n = 25).

### In vitro wound healing assay

Equal number of cells was plated in triplicate on 60 mm dishes. Cells were grown in culture media containing 10 nM Dex for 48 hours, until the cells reached the confluence. Monolayers of confluent cultures were lightly scratched with a 20 μl-pipette tip and were photographed by phase-contact microscopy at timed intervals for up to 24 hours. Quantification was done by measuring the number of pixels in the wound area using Adobe^® ^Photoshop^® ^and calculating the decrease in the area by subtracting the number of pixels from the number of pixels in the corresponding wound area at the 0 hour time point. Additionally, wound healing assays were filmed by videomicroscopy, using a confocal microscope (TCS-SP-2-AOBS-UV, Leica). Videos were assembled using Adobe^® ^Premiere Pro 1.5 software.

### Matrigel Transwell invasion assays

Cells were grown with 10 nM Dex during 48 h. To minimize degradation of the cadherins, cells were shed using EDTA-free Trypsin solution (Sigma), supplemented with 0.5 mM CaCl_2_. Cells were suspended in 500 μl DMEM medium containing 0.1% FBS and 10 nM Dex. The ability to invade through extracellular matrix was assessed by Matrigel-coated Transwell invasion chambers of 8 μm pore size (BD BioCoat Matrigel Invasion Chamber, Becton Dickinson) following manufacturer's instructions. 5 x 10^5 ^cells were plated on the Transwell, and the lower plate contained DMEM 10% FBS as chemoattractant. After 24 h cells in the upper filter were removed and the cells that had traversed to the lower surface of the filter were fixed and stained with DAPI. The number of migrated cells per x20 field was analyzed microscopically and counted with Scion Image Software (Scion Corporation). Experiments were performed in duplicate, using two clones for each condition.

## Results

To assess the functional role of E-cadherin and P-cadherin in invasive breast cancer, we first transfected 231 cells with a constitutively activated expression vector (pCDNA3) containing either the complete human E-cadherin or P-cadherin cDNAs (kindly provided by Dr Setsuo Hirohashi, Tokyo, Japan) [26]. However, we failed to obtain stable clones expressing exogenous cadherins in the cell membrane, and most of the cadherin protein remained within the Golgi network (not shown). Moreover, because high levels of E-cadherin are sometimes inhibitory to cell growth [27,28], we then decided to use a Dexamethasone (Dex)-inducible expression system (Plk-pac, kindly provided by Drs A. Reynolds, (Nashvile, USA), and Keith R. Johnson (Omaha, USA)). This expression system has been previously demonstrated to induce dose-dependent cadherin expression in 231 cells and other cadherin-deficient cell lines [23]. After transfection, isolated 231-E-cadh and 231-P-cadh clones expressed low (basal) levels of E-cadh or P-cadh, respectively, as determined by Western blot (Figure 1A). In these cells, Dex treatment increased the expression of the cadherins around 10-fold, but not detectable expression was observed in control cells (Figure 1A). Measurement of band intensity demonstrated similar expression of E-cadherin and P-cadherin in all the clones used (see Materials and Methods).

**Figure 1:**
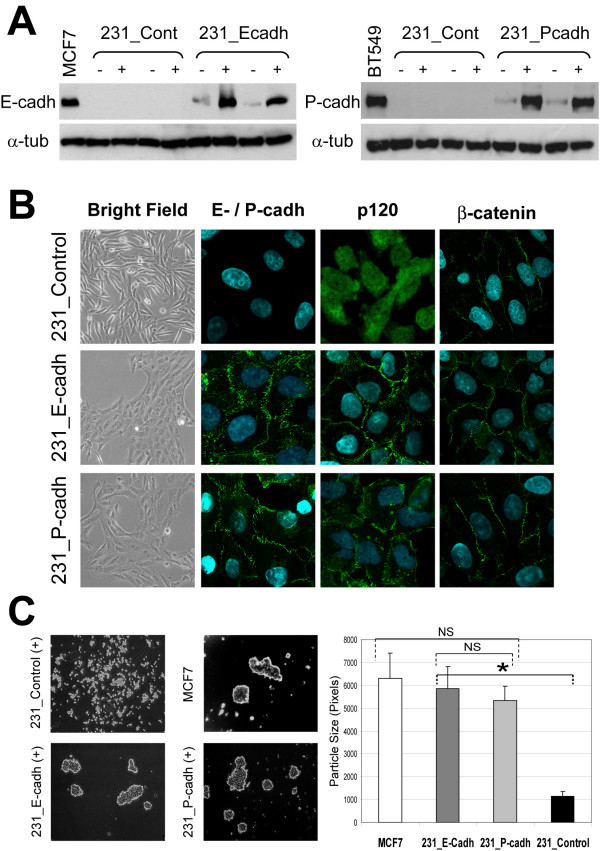
**Exogenous expression of E- and P-cadherin promotes formation of functional *adherens junctions *and morphological changes in 231 cells**. **A**: Western blot showing E- and P-cadherin expression before (-) and after (+) addition of Dexamethasone in 231 clones. MCF7 and BT549 cells were used as controls for endogenous expression of E- and P-cadherin, respectively. **B: **E- or P-cadherin expression promotes epitheloid morphology (first column, bright field) and recruits the catenins (p120 and beta-catenin) to the *adherens junctions *(immunofluorescence, columns two to four). **C: **E- or P-cadherin expression enhances cell aggregation. Left pictures show representative examples of cellular aggregation in each condition ("-", before and "+" after addition of Dex). E-cadherin positive MCF7 cells were used as control. Right: Quantification of mean particle size. Each bar represents mean ± SEM size (measured in pixels) of cell aggregates (n = 25, for each condition). Mean differences were compared by Student's t test (* indicates differences statistically significant p < 0.05; NS, not significant).

Moreover, induction of E-cadherin or P-cadherin expression promoted a remarkable change in the morphology of 231 cells, which formed epithelium-like clusters, whereas control clones maintained the fibroblastic appearance (Figure 1B). By immunofluorescence, exogenous E-cadh and P-cadh were mainly localized at the cell-to cell contacts. Moreover, whereas in control cells beta-catenin was expressed at low levels in the cell membrane and p120 accumulated in cytoplasm and nucleus [23], in cadherin-expressing cells β-catenin was strongly expressed at cell-cell contacts, and p120 shifted from the cytoplasm to the membrane, where it co-localized with P-cadh or E-cadh (Figure 1B). To demonstrate the functionality of these *adherens junctions*, we performed a classic cell aggregation assay. After 24 h of Dex induction, E- and P-cadh-expressing clones showed prominent aggregates, considerably bigger than control clones, but comparable to those formed by the E-cadherin-positive breast cancer cell line MCF7 (Figure 1C). 231-E-cadh cells aggregates were slightly bigger than those formed by 231-P-cadh cells, but the differences were not statistically significant (Figure 1C).

We next studied whether expression of these cadherins could completely reverse the fibroblastic phenotype of 231 cells. Expression of these cadherins did not significantly modify actin cytoskeleton organization or the number of focal adhesions (Figure 2). Moreover, no evident changes in the expression of EMT markers, such as cytokeratins or vimentin were found (Figure 2), thus indicating that E- and P-cadh expression is not sufficient to induce a complete epithelial phenotype in these cells.

**Figure 2:**
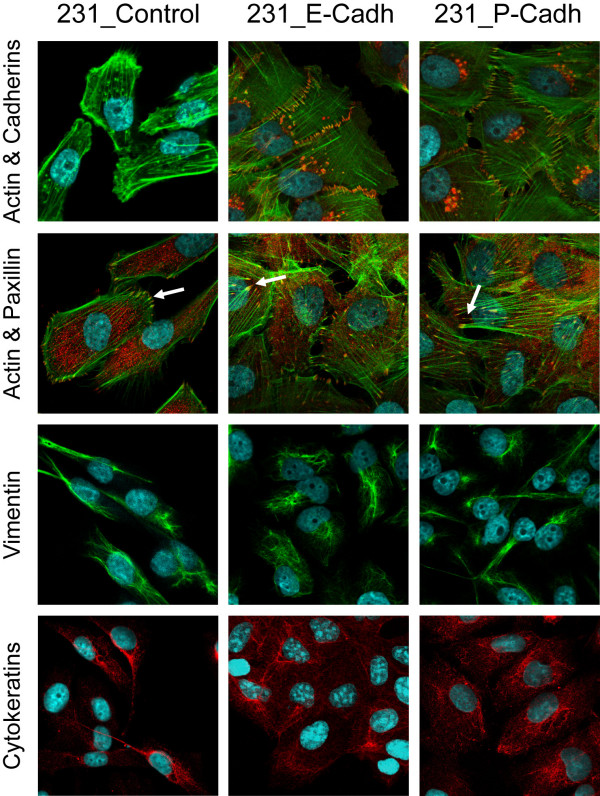
**Expression of E- or P-cadherin does not completely reverse the mesenchymal phenotype of 231 cells**. First row: Double immunofluorescence of E- or P-cadherin (Alexa-594, red) and actin cytoskeleton (Phalloidin-Alexa-488, green). Second row: Focal adhesions (arrows) co-stained with Phalloidin (green) and anti-paxillin (red). Note that no evident changes in the number or organization of focal adhesions are seen among the different conditions. Third and fourth rows: expression of the mesenchymal marker vimentin and the epithelial marker cytokeratin.

We then evaluated whether expression of these cadherins altered cell motility using a classical wound-healing assay. At early time points (10 h) we observed a significant decrease in the migration ability of E-cadh and P-cadh-positive cells compared to control cells (Figure 3A). However, both 231-E-cadh and P-cadh cells finally closed the gap at similar time point as the control cells did (Figure 3A). No statistical differences between E-cadh and P-cadh clones were observed. Interestingly, using videomicroscopy, we observed that control cells infiltrate the wounded area as single cells (Figure 3A, marker by arrow; and see Additional file 1), whereas E- or P-cadh cells moved together as clusters, in a collective fashion (see Additional files 2 and 3). Therefore, expression of E-cadh or P-cadh alters the pattern of cell migration of 231 cells by reducing their ability to infiltrate as single cells and promoting an epithelial cell sheet-like movement.

**Figure 3:**
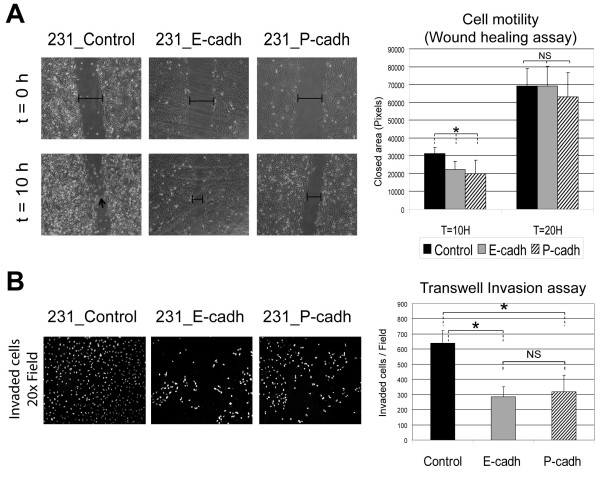
**E- and P-cadherin modify the migratory and invasive behaviour of 231 cells**. **A: **Study of cell migration by wound healing assay. Left pictures show that control cells migrate as single cells (arrow) whereas 231_E-cadh and 231_P-cadh cells migrate as clusters. Right: Cell migration was quantified by measuring the wounded area (in pixels) that was covered by the cells in the indicated time points. Each bar represents mean ± SEM of four independent experiments. **B: **Invasion ability through extracellular matrix (Matrigel) assessed by Transwell assays. Left: Representative images showing the number of invaded cells (nuclei stained by DAPI) after 24 hours. Right: Quantification of invasion. Each bar represents mean number ± SEM of invaded cells for each condition (four independent experiments). Mean differences were compared by Student's t test (* indicates differences statistically significant p < 0.05; NS, not significant).

Additionally, to assess the invasive capacities of cadherin-transfected cells we performed *in vitro *invasion assays using Matrigel-coated Transwell chambers. As shown in Figure 3B, 231-E-cadh as well as 231-P-cadh cells invaded through the extracellular matrix considerably less than 231-Control cells. No significant differences were observed between 231-E-cadh and 231-P-cadh cells, thus indicating that in the 231 cellular model both cadherins show similar invasion suppressor abilities.

Since these cadherins were able to modify cellular morphology, the migratory pattern, and invasive potential, it raised the question of whether these molecules could mediate their effects, at least in part, through regulation of gene expression at the transcriptional level. 

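RNA from 4 clones of MDA-MB-231, an invasive breast cancer cell line of fibroblast-like shape, was hybridized to 8 spotted cDNA microarrays. Clones B1 and B3 are labelled as carrying the vector for E-cadherin (CDH1), and clones A and B as carrying the vector for P-cadherin (CDH3). Cells were treated with 10 nM dexamethasone, which switches the vector on, for 48 h and then grown for 24 h without it. Amplified RNA of the clone was labelled with Cy5, and a pool of amplified RNA from dexamethasone-treated control clones with Cy3. Each value is therefore a ratio of a clone to this pool, and a tested mean leaves out the spread between control clones. Every clone was hybridized 2 times with the dyes in this order, so no dye effect can be separated. Between 92.3% and 94.7% of the 27648 spots had a value on each array. Neighbouring spots held the same cDNA, with a correlation between 0.961 and 0.986 on the annotated ones, and were averaged into 13824 probes. A single gene was listed for 8744 probes, several genes for 327 and none for 4753. The deposited log ratios were centred near 0, with medians per array from -0.000151 to 0.00367, and their log base, which the paper's text does not name, was taken as 2. The hybridizations of a clone were averaged, so that n = 2 clones per cadherin, and both cadherins were fitted together by limma over 13109 probes and 5849 genes measured in all 4 clones.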

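E-cadherin (CDH1), the cadherin of epithelial adherens junctions, was measured by the probe that the paper's Additional file 4 lists. Its log2 ratio to the control pool lay between 2.27 and 3.18 on the 4 arrays labelled E-cadh and between 1.37 and 2.81 on the 4 arrays labelled P-cadh. The means were 2.70 ± 0.03 (SD, n = 2 clones) and 2.19 ± 0.74 (SD, n = 2 clones), and their difference of 0.51 was within the spread (standard error 0.34, limma adjusted p = 1.00). Against the pool the adjusted p from limma was 0.0691 for E-cadh and 0.132 for P-cadh, and 0.0231 for the mean of the 4 clones (2.45, standard error 0.17), a comparison chosen after the data were seen. The CDH3 probe lay between -0.07 and 0.05 on the 8 arrays, with means of -0.02 ± 0.03 (SD, n = 2 clones) and -0.01 ± 0.01 (SD, n = 2 clones). This probe is listed for both ZFP90 and CDH3, and 0 further probes are listed for CDH3. A pair of other CDH1 probes averaged 0.11 and -0.25 on the arrays labelled E-cadh and 0.07 and -0.12 on those labelled P-cadh. The vectors held complete human cadherin mRNAs, and whether the probes lie within them is not known here. The paper's Additional file 4 lists folds of 14.32 for E-cadh and 1.58 for P-cadh on the CDH1 probe, and of 1.11 and 3.78 on the CDH3 probe. The paper measured both proteins by Western blot (Fig. 1A) and other genes by qRT-PCR (Fig. 4C), whereas on the arrays the label P-cadh rests on the sample names. Directions for P-cadherin are therefore those of the arrays labelled P-cadh.

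**Figure D1:**
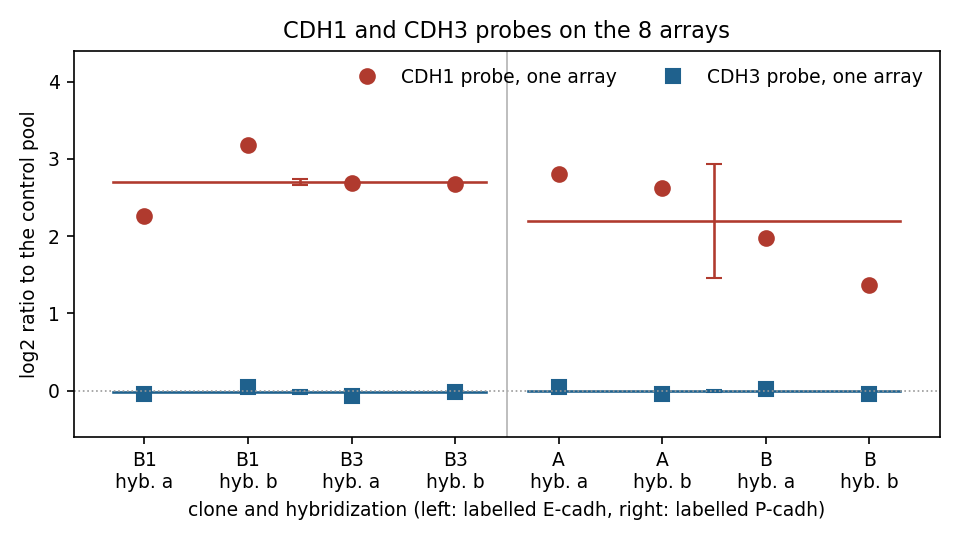
Log2 ratio to the control pool of the CDH1 probe (circles) and the CDH3 probe (squares) on each array, by clone and hybridization. Lines are means over the clones and bars ± SD between the clones; CDH1 lies between 1.37 and 3.18 and CDH3 between -0.07 and 0.05 under both labels.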

To study if the establishment of E-cadherin and P-cadherin-dependent cell adhesion leads to regulation of gene expression, we performed cDNA microarrays experiments (see detailed procedures in Materials and Methods).

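N-cadherin (CDH2), the cadherin of mesenchymal cells, rose by log2 1.01 ± 0.02 (SD, n = 2 clones) over the control pool on the arrays labelled E-cadh. The lectin receptor CLEC2B rose by 1.06 ± 0.04, the translation initiation factor EIF1AX by 1.05 ± 0.10, the sulfurtransferase TST by 0.94 ± 0.05 and POLR2B, a subunit of RNA polymerase II, by 0.87 ± 0.13. HERPUD1, which serves the degradation of proteins of the endoplasmic reticulum, fell by 1.95 ± 0.20, and MDK, which encodes the growth factor midkine, fell by 1.07 ± 0.03. HERPUD1 varied more within the clones than between them, at -2.54 and -1.08 on the hybridizations of B3 and with a wider gap on those of B1. The redox enzyme GLRX (-0.89 ± 0.02), the transcription regulator TSC22D1 (-0.88 ± 0.06) and PSAT1 of serine synthesis (-0.83 ± 0.01) also fell. Like HERPUD1, CDH2 (1.52 and 0.52 on B1), PSAT1 (-0.31 and -1.36 on B1) and TSC22D1 (-1.30 and -0.55 on B3) varied more within the clones than between them. So did TST (0.74 and 1.21 on B1), EIF1AX (1.14 and 0.82 on B3), MDK (-1.20 and -0.98 on B1) and GLRX. CLEC2B did so on B1 (1.14 and 0.92) but not on B3. POLR2B did so on B3 (0.90 and 0.66) but not on B1. The 10 calls therefore rest on clone means closer together than the hybridizations of at least 1 clone. Their SD between the clones may be too small. These 10 of 5849 genes had an adjusted p = 0.0491 each in limma, 1045 had an unadjusted p under 0.05, and the 10 changed the same way on 4 of 4 arrays. EIF1AX lies on chromosome X and POLR2B on chromosome 4, which held more higher genes over the 4 clones than their share, and TSC22D1 lies on chromosome 13 and GLRX on chromosome 5, which held more lower ones. Quantile normalization left 1 of the 10 calls (HERPUD1) and gave 5 genes for P-cadh, and with the clone as a random block 7 of the 10 remained, without HERPUD1, TSC22D1 and PSAT1. On the arrays labelled P-cadh, 0 genes passed an adjusted p of 0.05 in limma, 732 had an unadjusted p under 0.05, and the smallest adjusted p was 0.0689. With the 8 hybridizations taken as independent arrays 217 genes passed, and 502 for E-cadh. With the clone as a random block 91 genes passed, and 138 for E-cadh. With the experiment number as a block 192 passed by the titles and 135 by the source names, and 601 and 287 for E-cadh. By size alone, 34 of 13109 probes differed from the pool at least 2-fold on the arrays labelled E-cadh, 14 higher and 20 lower, and they held 17 genes; means of linear ratios gave 29 higher and 7 lower, and quantile normalization 13 and 8, with 21 and 13 for P-cadh. On the arrays labelled P-cadh 20 probes did, 15 higher and 5 lower, with 14 genes. Groups simulated without any change, but with the spread between the clones, gave 31.5 such probes each with a pool of 2 control clones and 21.4 with a pool of 3. Since the log base was assumed, the measured values were also read as natural logarithms, after the data were seen. This gave 204 2-fold probes for E-cadh and 128 for P-cadh. Of the 20 lower E-cadh probes, 8 were among the 48 that open each printed area of the array, which have no gene and were all below 0 (mean -0.82 ± 0.17, SD over probes). Leaving out any single clone or the first hybridization of any clone or the second of B1 ended the 10 calls, leaving out the second of B3 or of B gave 36 and 23, and P-cadh had 17 without B1 or B3 and 2 (EIF1AX and MDK) without the second of A. The 2-fold probes of E-cadh numbered 136 without B3, 55 without its second hybridization, and 107 and 22 without the first and second of B1, and those of P-cadh 53 without A, 40 without B, 34 without the first of A and 36 without the second of B.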

Using this approach, 126 clones (representing 107 known genes) were found to be up- or down-regulated at least 2 fold in 231-E-cadh cells with respect to control cells, whereas in 231-P-cadh cells 98 clones (79 genes) were modulated (Table 1). According to data bases (Gene Cards; http://www.genecards.org) these genes belonged to a wide a range of biological functions, including signal transduction and growth factors (*VEGFC*, *FGFR4*), cell cycle (*CCNA2*), cell adhesion and extracellular matrix (*CDH4*, *COL12A1*), or cytokines and inflammation (*IL24*), among others. This indicates that in addition to their role in cell-adhesion, E-cadh and P-cadh have a significant impact on the overall genetic program of breast cancer cells. 

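Cyclin A2 (CCNA2), which drives DNA synthesis and entry into mitosis, had a mean log2 ratio of 0.89 ± 0.53 (SD, n = 2 clones) on the arrays labelled E-cadh and 0.91 ± 0.10 on those labelled P-cadh. Over the 4 clones, a comparison chosen after the data were seen, it was 0.90 above the pool (standard error 0.13, limma adjusted p = 0.0289) and higher on 8 of 8 arrays, and it lies on chromosome 4, where genes were shifted up. Collagen XII (COL12A1), a component of fibrillar matrix, averaged 0.99 ± 0.38 and 0.22 ± 0.19, and the difference of 0.77 did not pass the test (standard error 0.21, limma adjusted p = 1.00), while its mean of 0.60 over the 4 clones did (standard error 0.10, limma adjusted p = 0.0427, above the pool on 6 of 8 arrays). VEGFC, a growth factor of lymphatic vessels, averaged 0.48 ± 0.46 on the arrays labelled E-cadh, where a single array of clone B1 stood at 1.44, and 0.30 ± 0.07 on those labelled P-cadh. The growth factor receptor FGFR4 averaged -0.01 ± 0.10 and 0.09 ± 0.28, with its pair of probes on opposite sides of 0. The cytokine IL24 averaged -0.19 ± 1.23 and 0.14 ± 0.65, with a spread between the clones above the mean. No probe is listed for CDH4. The paper formed its functional groups from genes selected on these samples, so their directions are not independent evidence. Of its genes for E-cadh found here, 5 of 5 of cell adhesion and extracellular matrix, 12 of 16 of the cell cycle, 12 of 18 of signal transduction and 3 of 7 of cytokines stood above the control pool. Of its genes for P-cadh, 3 of 5, 4 of 6, 7 of 13 and 2 of 3 did.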

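Genes of amino acid synthesis and other targets of the transcription factor ATF4, which answers a shortage of amino acids, lay below the control pool in 12 of 13 cases under either label. Their mean log2 ratio was -0.56 on the arrays labelled E-cadh and -0.35 on those labelled P-cadh. In limma over all genes, 1 gene each of the ATF4, unfolded protein and NRF2 lists was lower for E-cadh (PSAT1, HERPUD1 and GLRX), and 0 genes of the lists given here passed for P-cadh. When adjusted over the list alone, 8 and 3 ATF4 targets were lower. The mean fall was larger on the arrays with experiment number 2 in their titles, at -0.72 for E-cadh and -0.43 for P-cadh. Those with number 1 stood at -0.39 and -0.26. Clone A went the other way, at -0.35 for number 1 and -0.20 for number 2, and the second hybridization of B stood at -0.67. The source names exchange the numbers of the B3 arrays. The unfolded protein response, which answers misfolded protein in the endoplasmic reticulum, averaged -0.45 and -0.36 over 14 genes, with 5 and 2 lower and 1 and 0 higher when adjusted over the list alone. By the titles, number 2 stood at -0.70 and -0.45 here and number 1 at -0.20 and -0.27. Clone A again went the other way, at -0.21 for number 1 and -0.11 for number 2. The arrays of B3, at -0.59 and -0.15, exchange their numbers by the source names. Ribosomal proteins averaged -0.25 and -0.18 over 28 genes, with 5 and 0 lower when adjusted over the list alone. For P-cadh this fall was that of clone B (-0.35 and -0.39), while clone A stood at 0.05 and -0.03. For E-cadh clone B1 stood at -0.54 and -0.25 and clone B3 at -0.14 and -0.06. Targets of NRF2, a factor of the oxidative stress response, lay below the pool in 12 of 12 cases on the arrays labelled E-cadh, as did 8 of 8 genes of sterol and fatty acid synthesis, with 2 and 0 lower when adjusted over the list alone. Epithelial markers, a list that holds CDH1 itself, lay below it in 10 of 12 cases on the arrays labelled P-cadh (mean -0.15). So did 8 of 10 components of desmosomes and tight junctions (mean -0.14). Adjusted over the list alone, 1 marker (CDH1, 0.71) and 0 of these components were higher, and 0 were lower. CDH1 (0.85), the gene of the E-cadherin vector, was also the 1 higher marker for E-cadh. No list mean was computed without it. Under the other label these lists did not pass, with a camera adjusted p of 0.268 for NRF2 targets (2 lower when adjusted over the list alone) and 0.0656 for sterols on the arrays labelled P-cadh, and of 0.892 for epithelial markers (mean 0.01, median -0.04, 1 higher when adjusted over the list alone) and 0.361 for desmosomes on those labelled E-cadh. The other results passed camera with its preset correlation between genes of 0.01, at adjusted p = 7.4e-08 and 4.4e-06 for ATF4 targets, 8.0e-04 and 1.9e-04 for the unfolded protein response, 2.2e-04 and 0.00244 for ribosomal proteins, 0.00239 for NRF2 targets and for sterols, 0.00327 for epithelial markers and 0.0276 for desmosomes. None of the 28 lists passed with a correlation estimated from the 4 clones: adjusted p = 0.704 with an estimated correlation for ATF4 targets and adjusted p = 0.838 with an estimated correlation or more for the others on the arrays labelled E-cadh, and adjusted p = 0.908 with an estimated correlation or more on those labelled P-cadh.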

Table 2 shows a selection of genes, the complete list of genes, arranged by function is provided in Additional file 4.

**Table 1:** Functional grouping of genes modulated at least 2 fold in E-cadherin or P-cadherin-expressing cells with respect to control cells.

	231-E-cadherin			231-P-cadherin		
**Gene function**	**Up**	**Down**	**All**	**Up**	**Down**	**All**

Basic cellular functions	15	8	23	13	8	21

Cell cycle and Apoptosis	3	14	17	2	4	6

Signal Transduction	6	14	20	9	6	15

Adhesion & ECM	1	8	9	2	3	5

Cytokines & Immune	1	7	8	2	1	3

Metabolism	7	2	9	4	2	6

Transcription related	0	6	6	4	4	8

Motility & Cytoskeleton	4	3	7	4	1	5

Unknown function	3	5	8	2	8	10

TOTAL	**40**	**67**	**107**	**42**	**37**	**79**

**Table 2:** Selection of genes modulated at least 2 fold after E-cadherin and/or P-cadherin induction with respect to control cells.

GenBank accession #	Gene Symbol	Description	Mean E-cadh	Mean P-cadh
**Cellular adhesion and Extracellular Matrix**				
AA865745	***CDH18***	Cadherin 18, type 2	2.07	1.09
AI003692	***CDH4***	Cadherin 4, R-cadherin (retinal)	2.03	-1.20
H11732	*CLECSF2*	C-type lectin domain 2, member B	4.45	3.86
AA478481	*COL12A1*	Collagen, type XII, alpha 1	2.90	2.01
AW467461	*ITGB2*	Integrin beta 2	-2.28	-1.98
N33214	***MMP14***	Matrix metalloproteinase 14	-1.24	-2.46
N59721	***SERPINE2***	Plasminogen activator inhibitor type 1 member 2	-1.38	-2.87
**Motility and cytoskeleton**				
CR936693	*ADD1*	Adducin 1 (alpha)	-3.93	-4.66
N49912	*ARHGDIB*	Rho GDP dissociation inhibitor beta	-2.41	-6.07
AA009697	*CDC42*	Cell division cycle 42	2.03	1.73
AA148200	*ILK*	Integrin-linked kinase-2	2.09	1.66
**Signal transduction**				
AI140863	***EDN2***	Endothelin 2	3.12	1.10
AA446994	***FGFR4***	Fibroblast growth factor receptor 4	-1.17	-2.06
N20338	*HGS*	Hepatocyte growth factor-regulated tyrosine kinase substrate	2.16	1.53
AA026831	***KDR***	Kinase insert domain receptor	3.33	1.09
W55872	*NFKBIA*	NFKB inhibitor, alpha	2.25	1.66
H26426	***PTPRM***	PTP, receptor M	1.23	-2.05
H07991	*VEGFC*	Vascular endothelial growth factor C	2.20	2.61
**Transcription related**				
H21041	*ATF3*	Activating transcription factor 3	2.31	1.65
AA026120	***BHLHB2***	Basic helix-loop-helix domain containing class B2	1.04	-2.11
AA868008	*HIST1H4C*	Histone 1, H4c	2.50	2.15
**Cell Cycle and apoptosis**				
AA489752	***CCNG2***	Cyclin G2	2.18	-1.73
AA486628	*EGR1*	Early growth response 1	4.20	1.53
N94468	***JUNB***	Homo sapiens jun B proto-oncogene	2.05	1.04
AA826373	*RRM2*	Ribonucleotide reductase M2	3.30	5.53
AA039640	*WEE1*	WEE1 homolog	4.78	2.24
**Cytokines and immune response**				
W46900	*CXCL1*	Chemokine (C-X-C motif) ligand 1	3.56	2.58
N31850	***IL24***	Interleukin 24	2.88	-2.16

Genes are grouped by function and arranged by alphabetic order. Genes differentially expressed with statistically significance (FDR < 0.15) between E-cadherin and P-cadherin are highlighted in bold letter. Mean E-cadh: mean gene expression value in two E-cadherin clones; Mean P-cadh: mean gene expression value in two P-cadherin clones. Negative value indicates that gene expression is down-regulated with respect to control cells.

Moreover, to identify possible signaling pathways regulated by E- and P-cadherin, we have generated potential protein-protein interaction networks with cadherin-regulated genes at the biological processes level (Additional files 5 and 6). This analysis demonstrated that some cadherin-regulated genes are interconnected, thus providing numerous cross-talks among distinct biological processes.

Then, to visually compare the expression profiles modulated by each cadherin type we performed an unsupervised hierarchical clustering. As shown in Figure 4A, the four hybridizations of 231-E-cadh cells grouped together in a branch separated from that of 231-P-cadh cells, suggesting that differences in their expression profiles may exist. However, using this clustering method more similarities than differences were observed between the expression profiles of 231-E-cadh and 231-P-cadh cells. 

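On the 44 probes that were at least 2-fold in either cadherin and measured on all 8 arrays, the cadherins did not form separate branches. These probes included CDH1, the ribonucleotide reductase subunit RRM2 and the lectin receptor CLEC2B above the control pool, and HERPUD1 and the asparagine synthetase ASNS below it. Average linkage on Euclidean distances first parted a single array, the second hybridization of clone B1, from the rest, and with quantile normalization it parted 1 array of clone B3 and 3 arrays labelled P-cadh. The mean correlation was 0.783 between clones of the same cadherin, 0.777 between the cadherins and 0.799 within a clone. Over all 12419 probes measured on every array, clones of the same cadherin were less alike (mean r of 0.336) than arrays of different cadherins (0.442). For 4 of 8 arrays the most similar array was the other hybridization of its clone, and for the other 4 it was an array of the other cadherin. The highest correlation, 0.706, joined an array of clone B1, labelled E-cadh, to an array of clone B, labelled P-cadh, and the lowest, 0.163, lay between clones A and B. The correlations are across probes, which are not independent replicates, and 4 clones can be parted into pairs in 3 ways, so the smallest p that an exact test of such a grouping allows is 0.333.

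**Figure D2:**
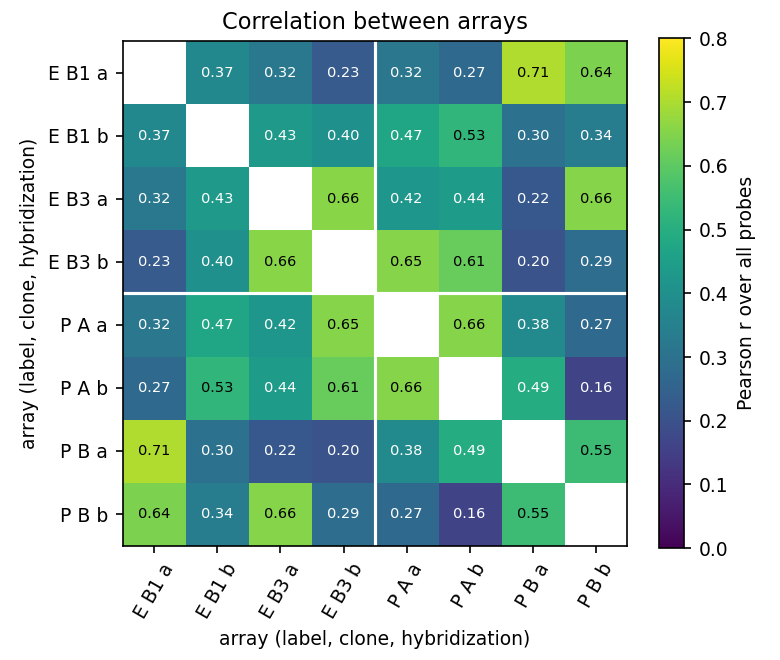
Pearson's r between the 8 arrays over all probes measured on each, in the order of clone and hybridization, with white lines between the labels E-cadh and P-cadh. The values lie between 0.163 and 0.706, and the mean is 0.336 between clones of the same label and 0.442 between labels.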

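SERPINA1, a secreted protease inhibitor chosen after its values were seen, stood above the control pool under either label, by log2 1.13 and 1.35 on its pair of probes for E-cadh and by 1.50 and 1.75 for P-cadh. The endoplasmic reticulum chaperone HSPA5 stood below it by a similar amount, at -1.0 and -1.08. With CDH1, CLEC2B, EIF1AX, HERPUD1 and MDK these were the 8 probes at least 2-fold under both labels, 5 higher and 3 lower, and 0 went opposite ways. Independent groups of that size would share 0.0160 higher and 0.00763 lower probes, and leaving out clone A or the first hybridization of B gave 15 shared probes. Over 13109 probes the means of the cadherins had a Pearson's r of 0.779 and a covariance of 0.0329, and 75.4% of the probes had the same sign. Both means are ratios to the same pool, which alone makes unchanged groups alike. Simulated unchanged groups with the spread of the clones and a pool of 2 control clones had an r of 0.500, a covariance of 0.0173, 66.7% of probes with the same sign, and 3.33 probes higher and 3.37 lower in both. A pool of 3 gave 0.400, 0.0115, 63.1% and 1.60 probes in each direction; the paper's methods name both numbers of control clones. The observed covariance exceeded the simulated ones by 0.0156 and 0.0213. The pool cannot be split, so part of this excess can come from control clones that differ from the others by more than the spread assumed.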

To better establish which genes were differentially and specifically regulated by each cadherin type, we performed a supervised analysis using the POMELO tool. 

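Cyclin D1 (CCND1), which drives entry into the cell cycle, and CDH2 stood higher on the arrays labelled E-cadh than on those labelled P-cadh, by log2 0.77 and 0.58 on their probes, and MDK and CLEC2B by 0.33 and 0.32 on a probe each, while CCND1 differed by 0.27 over its 4 probes. ASNS and HERPUD1 stood lower (differences of -1.0 and -0.81), as did the gap junction protein GJA1 (-0.83) and the proteoglycan SRGN (-1.21), both chosen after their values were seen, and 1 probe without a gene (-0.69). These were the 9 of 46 probes, at least 2-fold in either cadherin, that limma placed under an adjusted p of 0.15 when adjusted over those probes alone (0.124 to 0.149), and the probes were selected for size on the same arrays. Over all 13109 probes 0 passed in limma, with 270 at an unadjusted p under 0.05, and over all genes 0 passed, with 124 at an unadjusted p under 0.05. In an exact 2-sided permutation test of the 8 hybridizations, the smallest p that 4 against 4 allow is 0.0286. It was reached by 198 of 12419 probes, where chance gives 355, and 0 passed an adjusted p of 0.15. A probe can pass here only if far more probes than chance gives reach the smallest p. The 0 therefore does not decide whether a small set of probes differs. On 44 of the 2-fold probes 3 had the smallest p, where chance gives 1.26, and the smallest adjusted p was 0.419. These chance counts treat the hybridizations as exchangeable, although they are pairs from the same clone, and the 44 probes were selected for size. Among gene lists, histones of replicating cells were higher on the arrays labelled E-cadh for 7 of 7 genes (mean difference 0.34), epithelial markers for 10 of 12 (0.16) and genes of G1/S for 17 of 21 (0.08). The histone mean was 1.14 on the second hybridization of B1 and between -0.26 and 0.18 on the other arrays labelled E-cadh. Those labelled P-cadh lay between -0.39 and 0.32, so the difference rests on that single array. ATF4 targets were lower on the arrays labelled E-cadh for 11 of 13 genes (-0.21) and NRF2 targets for 11 of 12 (-0.13). The second hybridization of B1 was the lowest array for both lists, at -0.79 and -0.44. For ATF4 targets the second of B stood at -0.67, against -0.35 to -0.17 on the other arrays labelled P-cadh. No gene of these lists passed limma over all genes, and adjusted over the list alone 2 ATF4 targets were lower and 0 genes of the other lists passed. These 5 lists passed camera with the preset correlation at adjusted p = 0.00120, 0.00206, 0.0304, 0.00206 and 0.00599 in this order (adjusted p = 0.735 with an estimated correlation for each); 1 list passed without clone B1 and 2 without clone A.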

Using this ANOVA-based supervised approach, 46 clones (40 genes) were identified as differentially expressed with a significant association (FDR-adjusted p value < 0.15) between the two cadherin types (Figure 4B; complete list of genes in Additional file 4). Therefore, these data indicate that E- and P-cadherin induce a common gene expression program, but they can also specifically modify a subset of genes.

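Over all 4 clones, a comparison chosen after the data were seen, MAD2L1, a protein of the spindle checkpoint, rose by log2 0.75 (standard error 0.09, limma adjusted p = 0.0220), and the mitotic genes CDCA8 and MKI67 by 0.56 and 0.52; the second hybridization of B1 was highest for both, at 1.48 and 1.80, and without it the mean of MKI67 was 0.31. Of 31 genes of G2/M and mitosis 28 lay above the control pool, with 7 higher over all genes and 18 adjusted over the list alone (camera adjusted p = 4.3e-08, adjusted p = 0.859 with an estimated correlation). ASNS, which makes asparagine, fell by 1.29 (standard error 0.15, limma adjusted p = 0.0217), and WARS1, PSAT1 and SHMT2 of the same ATF4 list fell as well. On the first hybridization of B3 and the second of B1 and of B, ASNS stood at -2.30, -2.50 and -2.23 and HERPUD1 at -2.49 or lower, whereas the other 5 arrays lay between -1.33 and -0.16 and between -1.08 and -0.47. These 3 arrays carry experiment number 2 in their titles, as does the second of A, but the source names exchange the numbers of the B3 arrays. All 13 of 13 genes of that list lay below the pool, with 5 lower over all genes and 9 adjusted over the list alone (camera adjusted p = 1.3e-07, adjusted p = 0.726 with an estimated correlation). In the unfolded protein response HERPUD1 (-1.55), HSPA5 (-1.04) and XBP1 (-0.46) fell, and 10 genes were lower and 2 higher adjusted over the list alone (camera adjusted p = 3.2e-04, adjusted p = 0.859 with an estimated correlation). Ribosomal proteins had 4 lower genes, among them RPS14 (-0.76) and RPL31 (-0.71), and 10 adjusted over the list alone (camera adjusted p = 4.3e-04, adjusted p = 0.859 with an estimated correlation). On the hybridizations of clone A the mean of this list was 0.05 and -0.03. SQSTM1 (-1.10) and GLRX (-0.71), targets of NRF2 (camera adjusted p = 0.0341), and DHCR7 of sterol synthesis (-0.44; camera adjusted p = 0.00780) fell, and MCM3 (0.45) and RRM2 of G1/S (camera adjusted p = 0.0478) rose (adjusted p = 0.859 with an estimated correlation for each of these lists). MAD2L1 lies on chromosome 4, and SQSTM1, GLRX and RPS14 lie on chromosome 5, each among the chromosomes with more genes called in that direction than their share. In all, 198 genes were higher and 85 lower than the pool at an adjusted p under 0.05 in limma, and 245 of these 283 went the same way on 8 of 8 arrays. Without clone A or clone B the count was 0, without B1 it was 89, and without a single hybridization it fell to 47 (B, first), 67 (B1, second), 77 (B1, first) and 166 (B3, first). From the similar profiles in its clustering and the genes that its supervised test separated, the paper concludes that both cadherins share a gene expression program and that each also changes a set of genes of its own.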

**Figure 4:**
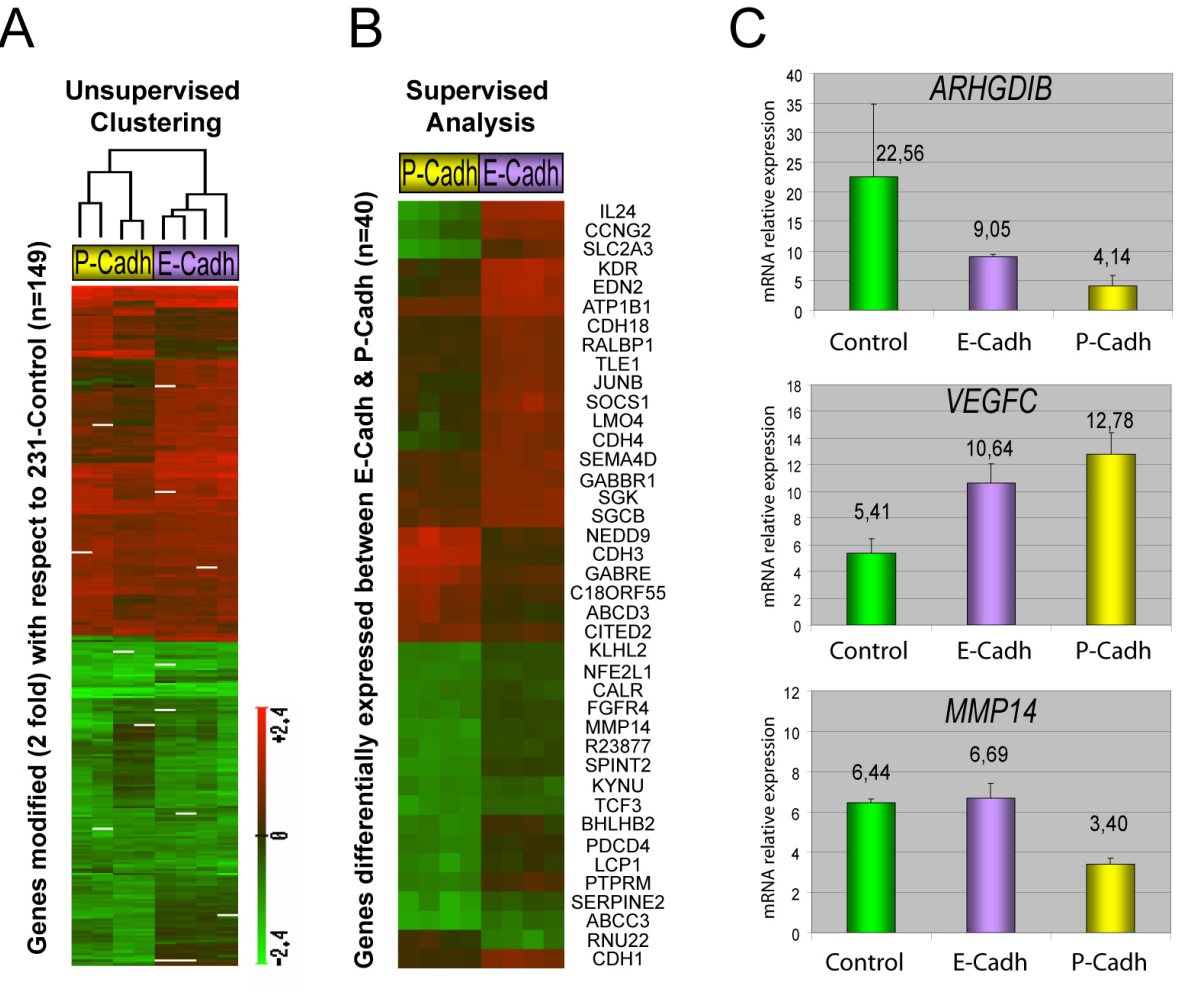
**E- and P-cadherin modulate transcriptional changes**. **A**: Unsupervised hierarchical clustering of the gene expression patterns induced by E- or P-cadherin expression. Columns represent microarray experiments, and rows gene expression of the 149 genes modified at least two-fold with respect to control cells. Intensity of color is a function of the gene expression level as depicted in the scale bar. **B: **Identification of genes differentially expressed (with a statistical significance of FDR < 0.15) between 231_E-cadh and 231_P-cadh cells. **C: **Validation of microarray data of selected genes by qRT-PCR. Bars represent mean gene expression ± SEM (mRNA levels relative to control *B2M *transcript) from four different experiments.*ARHGDIB *is down-regulated and *VEGFC *is over-expressed in 231_E-Cadh and 231_P-cadh cells compared to control cells. *MMP14 *is down-regulated only in 231_P-cadh clones.

Finally, real-time quantitative RT-PCR analysis (qRT-PCR) on selected genes validated the microarrays data (Figure 4C). Specifically, we confirmed the down-regulation of the Rho GDP dissociation inhibitor beta gene (*ARHGDIB*) in both 231-E-cadh and 231-P-cadh cells (although to a lesser extent in 231-E-cadh cells), and the over-expression of Vascular endothelial growth factor C (*VEGFC*) in cells expressing either cadherin type. Moreover qRT-PCR analysis also confirmed the differential regulation of Matrix Metalloproteinase 14 gene (*MMP14*); down-regulated in 231-P-cadh but not in 231-E-cadh cells.

## Discussion

Abnormal expression of diverse cadherin types has been widely reported in breast cancer [3,8,9], but the causes and functional consequences of these alterations are not fully understood. Our data indicate that exogenous expression of either E- or P-cadherin in highly invasive MDA-MB-231 cells promotes a switch from fibroblastic to epitheloid morphology. However, although these cadherins are unable to completely reverse the mesenchymal phenotype in invasive breast cancer cells (as evidenced by the maintenance of multiple actin stress fibers, focal adhesions, and the expression of vimentin [[29,30] and current work]), we show here that either E- or P-cadherin reduces the ability of 231 cells to infiltrate as single cells, by promoting an epithelial-like collective cell migration. Moreover, we confirmed the invasion suppressor activity of E-cadherin [30-32], and demonstrate that P-cadherin can also reduce invasion in breast cancer cells, in the same way as reported in lung cancer [33] and melanoma cells [34]. However, the anti-invasive potential of E- or P-cadherin in cancer cells may vary among the different cancer cell types and biological contexts. For instance, a high level of exogenous P-cadherin over-expression, or the presence of endogenous classical cadherins might be responsible, in part, for the pro-invasive or pro-migratory effect of P-cadherin observed in epithelial breast MCF7/AZ or pancreatic Panc-1 cells [35,36]. It should be recalled that the different types of cadherins compete for a limited pool of catenins (especially p120), thus provoking cadherin endocytosis [37]. To minimize this competitive effect we have used the 231 cell line, which lacks classical cadherins [38], and an inducible system that allowed expressing the exogenous E- or P-cadherin to levels similar to the endogenous expression in other breast cancer cell lines.

Assuming the particularities of the different cellular models, increasing evidences indicate that the roles of the cadherins in carcinogenesis and tumor progression, do not solely lie on their adhesive function [30-32,39], but also depend on their interaction with other molecules (such as cytoskeletal components, integrins, and growth-factor receptors, among others) and signaling pathways [6,7,40,41]. Therefore, it has been proposed that the cadherins may participate in a variety of signaling pathways leading to modulation of specific genes at the transcriptional level, and as a consequence, regulation of important cellular functions, including invasion, motility, or cell cycle [8,13].

To demonstrate that the establishment of E-cadherin and P-cadherin-dependent cell adhesion leads to regulation of gene expression we performed a comprehensive gene expression analysis using large-scale cDNA microarrays. We detected the transcriptional modification (at least 2-fold) of 107 and 79 genes by E-cadherin and P-cadherin, respectively. 

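RRM2, which supplies nucleotides for DNA synthesis, had a mean log2 ratio of 0.84 ± 0.06 (SD, n = 2 clones) on the arrays labelled E-cadh and 0.68 ± 0.35 on those labelled P-cadh. Over the 4 clones, a comparison chosen after the data were seen, it rose by 0.76 (standard error 0.09, limma adjusted p = 0.0230) and was higher on 8 of 8 arrays. EGR1, an immediate early transcription factor, averaged -0.10 ± 0.81 and 0.22 ± 1.26, with single arrays from -1.68 to 1.36, so no direction can be given for it. Genes of G2/M and mitosis averaged 0.30 on the arrays labelled E-cadh and 0.26 on those labelled P-cadh, and 27 of 31 lay above the control pool under either label. The arrays with number 1 in their titles averaged 0.15 and 0.22, and those with number 2 averaged 0.45 and 0.30. The second hybridization of B1 was highest at 0.63, and clone A stood at 0.177 and 0.179. The arrays of B3, at 0.27 and 0.04, exchange their numbers by the source names. In limma 0 of the 31 genes were higher over all genes, and 14 and 7 were higher when adjusted over the list alone. Genes of G1/S and DNA replication averaged 0.16 and 0.08 (median -0.01 for P-cadh), with 16 and 10 of 21 above the pool, and 4 and 0 higher when adjusted over the list alone. For P-cadh the second hybridization of B stood at 0.29 and the other arrays between -0.0035 and 0.049. For E-cadh the first of B3 was highest at 0.31. By the titles, number 1 averaged 0.08 and 0.02 and number 2 averaged 0.25 and 0.14. With camera's preset correlation the adjusted p for G2/M was 7.4e-08 and 1.1e-06 and for G1/S 0.00683 and 0.318 (adjusted p = 0.838 with an estimated correlation for E-cadh and adjusted p = 0.914 with an estimated correlation for P-cadh).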

The genes belonged to a variety of biological functions such as cell motility and invasion (*Cdc42*, *ITGB2*), cell cycle (*EGR1*, *RRM2*) or signal transduction (*VEGFC*), indicating that expression of E-cadh and P-cadh in breast cancer cells have a significant impact on their overall genetic program. Importantly, some of these cadherin-regulated genes may be functionally interconnected (Additional files 5 and 6) thus providing potential signaling pathways involved in distinct biological processes.

It is worth noting that a substantial number of genes were modified in a similar way by both cadherin types, suggesting the existence of a core "cadherin-associated" genetic program that would support the analogous functional consequences of expressing of E- or P-cadherin in 231 cells. Nonetheless, gene expression profiling analyses also demonstrated that each cadherin type can also specifically modify a subset of genes, thus indicating that they can regulate both common and specific biological functions in invasive breast carcinomas.

Focusing on cell motility and invasion, we observed that in 231 cells E- and/or P-cadherin regulate the expression of some genes associated to integrin signaling (*ITGB2*, β2 integrin; *ILK*, Integrin-linked kinase), intercellular adhesion (cadherins 4 and 18), extracellular remodeling (*MMP14*, *SERPINE2*), and cytoskeleton (*Cdc42*, *ARHGDIB*). Similarly, E-cadherin has been reported to transcriptionally regulate a variety of integrins and matrix metalloproteases (*MMP1*, *MMP2*, *MMP3*, *MMP14 *and *TIMP-1*) in other cancer models [42-45]. This indicates the existence of a functional crosstalk between cadherin, integrin signaling, and extracellular matrix remodeling in human tumors. This crosstalk, which can be controlled at the transcriptional level by the cadherins, may underlie the anti-invasive and anti-metastatic effect of the E-cadherin (and probably P-cadherin) in a variety of carcinomas. 

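ITGB2, the β2 integrin of leukocyte adhesion, had a mean log2 ratio of -0.27 ± 0.07 (SD, n = 2 clones) on the arrays labelled E-cadh and -0.23 ± 0.15 on those labelled P-cadh. Over the 4 clones, a comparison chosen after the data were seen, its mean of -0.25 did not pass (standard error 0.06, limma adjusted p = 0.0776) and it was below the pool on 7 of 8 arrays. The probe of ILK, which links integrins to the actin cytoskeleton, averaged 0.67 ± 0.55 and 0.60 ± 0.12 (limma adjusted p = 0.195 and 0.362), and it is listed for a pair of gene names. CDC42, a GTPase that shapes filopodia, averaged 0.19 ± 0.01 and 0.21 ± 0.14 and lay above the pool on 8 of 8 arrays, without passing over the 4 clones (limma adjusted p = 0.115). The membrane protease MMP14 averaged -0.06 ± 0.31 and -0.08 ± 0.03, and the protease inhibitor SERPINE2 averaged 0.12 ± 0.47 and 0.40 ± 0.09. No probe is listed for CDH4 or CDH18. Of 18 integrins 0 passed limma over all genes under either label and 1 was higher when adjusted over the list alone (camera adjusted p = 0.901 and 0.941). Of 21 matrix proteases and their inhibitors 0 passed, with 3 and 2 higher when adjusted over the list alone (camera adjusted p = 0.929 and 0.726). The paper also measured MMP14 by qRT-PCR (Fig. 4C).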

Consistently, E-cadherin loss increases the expression of α2, α3 and β1-integrins, MMP2 and MMP9 metalloproteases, and subsequently leads to an enhanced invasion and metastatic ability in transformed keratinocytes [45,46]. The exact mechanisms and signaling pathways leading to regulation of invasion by the cadherins are still to be clarified. Here we identify *ARHGDIB *(Rho GDP dissociation inhibitor beta, also known as D4-GDI) gene as a candidate gene potentially involved in this process. This gene, which encodes for a regulator of actin cytoskeleton, is transcriptionally down-regulated after E- and P-cadherin induction in 231 cells. 

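ARHGDIB averaged a log2 ratio of -0.43 ± 0.41 (SD, n = 2 clones) over its 3 probes on the arrays labelled E-cadh and -0.60 ± 0.32 on those labelled P-cadh. The difference of 0.17 was within the spread (standard error 0.25, limma adjusted p = 1.00). Over the 4 clones, a comparison chosen after the data were seen, its mean of -0.52 did not pass (standard error 0.12, limma adjusted p = 0.0725) and 6 of 8 arrays lay below the control pool. The probe of the paper's table averaged -0.57 ± 0.97 and -0.92 ± 0.39 (limma adjusted p = 0.473 and 0.412), with -1.22 and -1.28 on clone B1 and 0.12 on the single measured array of clone B3. The second hybridization of clone B stood at -0.14 on this probe, against -1.14 to -1.23 on the other arrays labelled P-cadh. Of the 3 probes, 1 lay above 0 under either label. The paper also measured ARHGDIB by qRT-PCR and reports it as lower in both.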

Importantly, previous reports have demonstrated that inhibition of *ARHGDIB *in invasive breast cancer cell lines significantly reduces their invasive behavior through regulation of β1-integrin signaling [47].

Finally, it is important to highlight that the effect of the cadherins on the overall gene expression program of cancer cells is highly dependent on the cellular type and the biological context. Thus, cadherin regulation of specific transcriptional factors may depend on the activation of other signaling pathways, or the presence of additional molecular alterations. For instance, exogenous E-cadherin expression considerably alters the global gene expression profile of colon cancer cells with activated Wnt pathway, mainly by controlling the nucleo-cytoplasmic pool of beta-catenin. However, E-cadherin expression has a modest transcriptional effect on human fibroblasts [48]. Moreover, as mentioned before, E-cadherin alone is not able to completely reverse the mesenchymal phenotype of invasive breast cancer cells, or the full EMT induced by Snail in MDCK cells [49]. By contrast, in immortalized human mammary epithelial cells, shRNA-mediated E-cadherin knockdown resulted in complete EMT through the modulation of a large set of genes, whereas introduction of a truncated dominant-negative E-cadherin construct failed to do so [39]. Interestingly, in this cellular model, the induction of EMT after E-cadherin depletion seemed to be partially mediated by *Twist *and *ZEB1*, two strong E-cadherin repressors. Additionally, in the MDA-MB-435 breast cancer cell line the presence of wild-type or mutant E-cadherin proteins leads to the differential regulation of a variety of EMT inducers (*Snail*, *Twist*, *ZEB1*, *TCF3*) [44]. 

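TCF3, which encodes the E12 and E47 transcription factors, averaged a log2 ratio of -0.26 ± 0.13 (SD, n = 2 clones) over its 3 probes on the arrays labelled E-cadh and -0.30 ± 0.23 on those labelled P-cadh. The difference of 0.03 was within the spread (standard error 0.15, limma adjusted p = 1.00). All 8 of 8 arrays lay below the control pool, and the mean over the 4 clones, a comparison chosen after the data were seen, was -0.28 (standard error 0.08, limma adjusted p = 0.0939). A pair of probes with the accession of the paper's table averaged -0.38 and -0.42. Of the 3 probes 1 lay above 0 on the arrays labelled E-cadh. The label P-cadh rests on the sample names, and the CDH1 probe, not the CDH3 probe, was high on these arrays.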

We observed here that *TCF3 *mRNA is down-regulated in 231 cells expressing P-cadherin but not E-cadherin. Together all these data suggest that the levels of different cadherin types or the presence of abnormal (mutant) cadherins might lead to the differential regulation of EMT transcription factors in breast cancer cells. These factors, in turn, might control cadherin transcriptional levels, thereby generating an auto-regulatory loop. However, this hypothesis has not been tested yet.

## Conclusion

Our data indicate that in fibroblastic invasive breast cancer cells, both E- and P-cadherin have similar effects on the cell phenotype and the migratory and invasive behavior. Moreover, the establishment of E- and P-cadherin-dependent cell adhesion leads to regulation of a common gene expression program, and modulation of particular genes that may potentially underlie their anti-invasive effect. In addition, they can also specifically modify a subset of genes, thus suggesting that they could mediate both common and specific biological functions in invasive breast carcinomas. The identified genes are potential targets for future studies on the functional consequences of altered cadherin expression in human breast cancer.

## Abbreviations

E-cadh: E-cadherin; P-cadh: P-cadherin; Dex: Dexamethasone.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

DS carried out molecular, cell biology, and microarray experiments, participated in the design of the study and drafted the manuscript. JP participated in the design of the study and drafted the manuscript. MH-R participated in microarray experiments and data analysis. GG participated in the protein interaction networks. AC participated in the study design and drafted the manuscript. GM-B conceived the study, performed microarray data analysis, and drafted the manuscript. All authors read and approved the final manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/1471-2407/9/74/prepub

## Supplementary Material

Additional file 1 **Wound healing assay 231-control cells**. Wound healing assay showing that 231_control cells infiltrate the wounded area as single cells. Click here for file

Additional file 2 **Wound healing assay 231-E-cadherin cells**. Wound healing assay showing that 231_E-cadh cells invade the wounded area as cell clusters in a collective fashion. Click here for file

Additional file 3 **Wound healing assay 231-P-cadherin cells**. Wound healing assay showing that 231_P-cadh cells invade the wounded area as cell clusters in a collective fashion. Click here for file

Additional file 4 **Complete list of genes modulated by E-cadherin and/or P-cadherin (at least 2 fold with respect to control cells) in 231 cells**. Genes modulated by E-cadherin and/or P-cadherin are grouped by function and arranged by alphabetic order. The genes differentially expressed with statistically significance (FDR < 0.15) between E-cadherin and P-cadherin are highlighted in red bold letter. Click here for file

Additional file 5 **Potential signaling networks mediated by E-cadherin-regulated genes at the biological process level**. Genes modulated by E-cadherin may be involved in crosstalk among diverse biological processes. Green: down-regulated genes; Red: up-regulated genes. Semi-transparent nodes were inferred by the relevance networks algorithm due to their statistical relevance according to the user-defined network components. Click here for file

Additional file 6 **Potential signaling networks mediated by P-cadherin-regulated genes at the biological process level**. Genes modulated by P-cadherin may be involved in crosstalk among diverse biological processes. Green: down-regulated genes; Red: up-regulated genes. Click here for file

# Supplementary material for: Functional characterization of E- and P-cadherin in invasive breast cancer cells
**Source:** BMC Cancer. 2009 Mar 3;9:74. doi: 10.1186/1471-2407-9-74
**Supplement:** Additional file 4 — Complete list of genes modulated by E-cadherin and/or P-cadherin (at least 2 fold with respect to control cells) in 231 cells. Genes modulated by E-cadherin and/or P-cadherin are grouped by function and arranged by alphabetic order. The genes differentially expressed with statistically significance (FDR < 0.15) between E-cadherin and P-cadherin are highlighted in red bold letter.

**Additional file 4. Complete list of genes modulated by E-cadherin and/or P-cadherin (at least 2 fold with respect to control cells) in 231 cells.** Genes are grouped by function and arranged by alphabetic order. The genes differentially expressed with statistically significance (FDR<0.15) between E-cadherin and P-cadherin are highlighted in red bold letter. Mean E-cadh: mean gene expression value in two E-cadherin clones; Mean P-cadh: mean gene expression value in two P-cadherin clones. Negative value indicates that gene expression is down-regulated with respect to control cells.

# Supplementary material for: Functional characterization of E- and P-cadherin in invasive breast cancer cells
**Source:** BMC Cancer. 2009 Mar 3;9:74. doi: 10.1186/1471-2407-9-74

# GENES MODULATED BY E-CADHERIN MAY BE INVOLVED IN CROSSTALK AMONG DIVERSE BIOLOGICAL PROCESSES

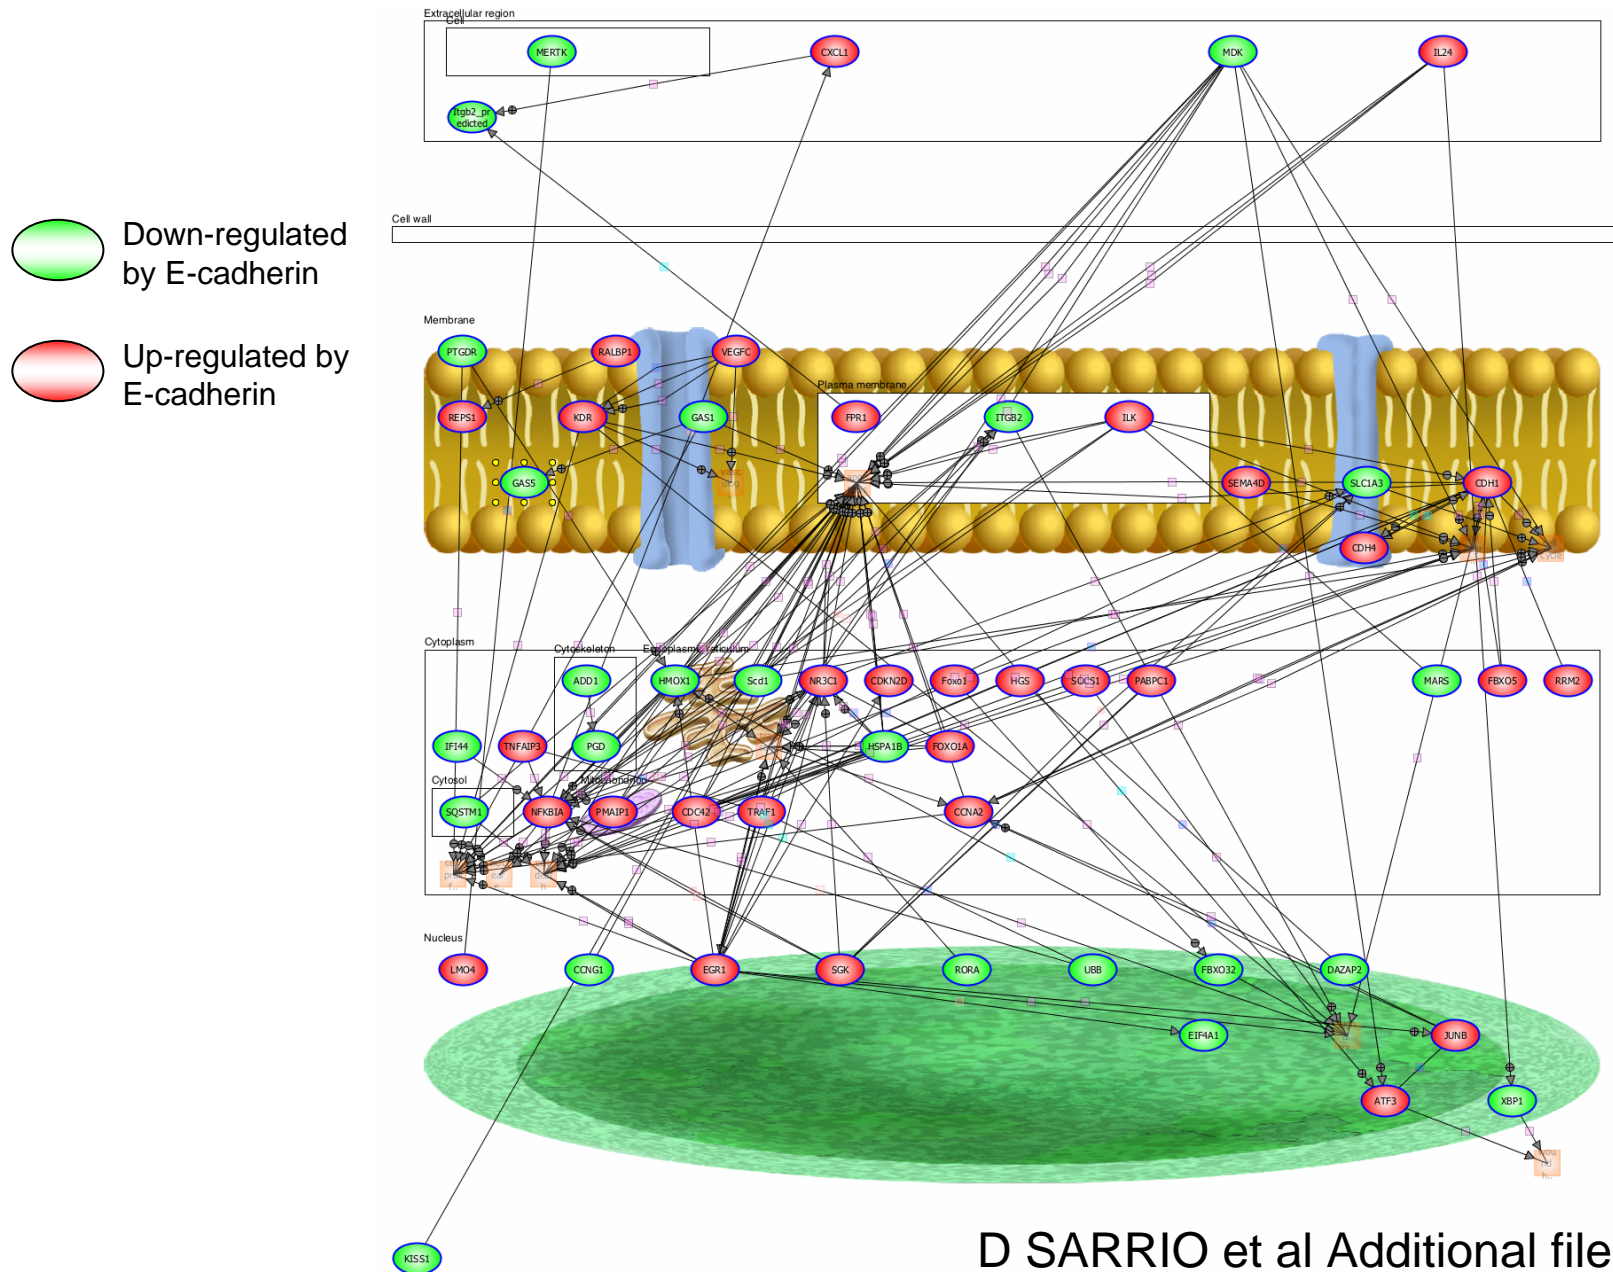

**Supplement:** Additional file 5 — Potential signaling networks mediated by E-cadherin-regulated genes at the biological process level. Genes modulated by E-cadherin may be involved in crosstalk among diverse biological processes. Green: down-regulated genes; Red: up-regulated genes. Semi-transparent nodes were inferred by the relevance networks algorithm due to their statistical relevance according to the user-defined network components.

# Supplementary material for: Functional characterization of E- and P-cadherin in invasive breast cancer cells
**Source:** BMC Cancer. 2009 Mar 3;9:74. doi: 10.1186/1471-2407-9-74
**Supplement:** Additional file 6 — Potential signaling networks mediated by P-cadherin-regulated genes at the biological process level. Genes modulated by P-cadherin may be involved in crosstalk among diverse biological processes. Green: down-regulated genes; Red: up-regulated genes.

# GENES MODULATED BY P-CADHERIN MAY BE INVOLVED IN CROSSTALK AMONG DIVERSE BIOLOGICAL PROCESSES

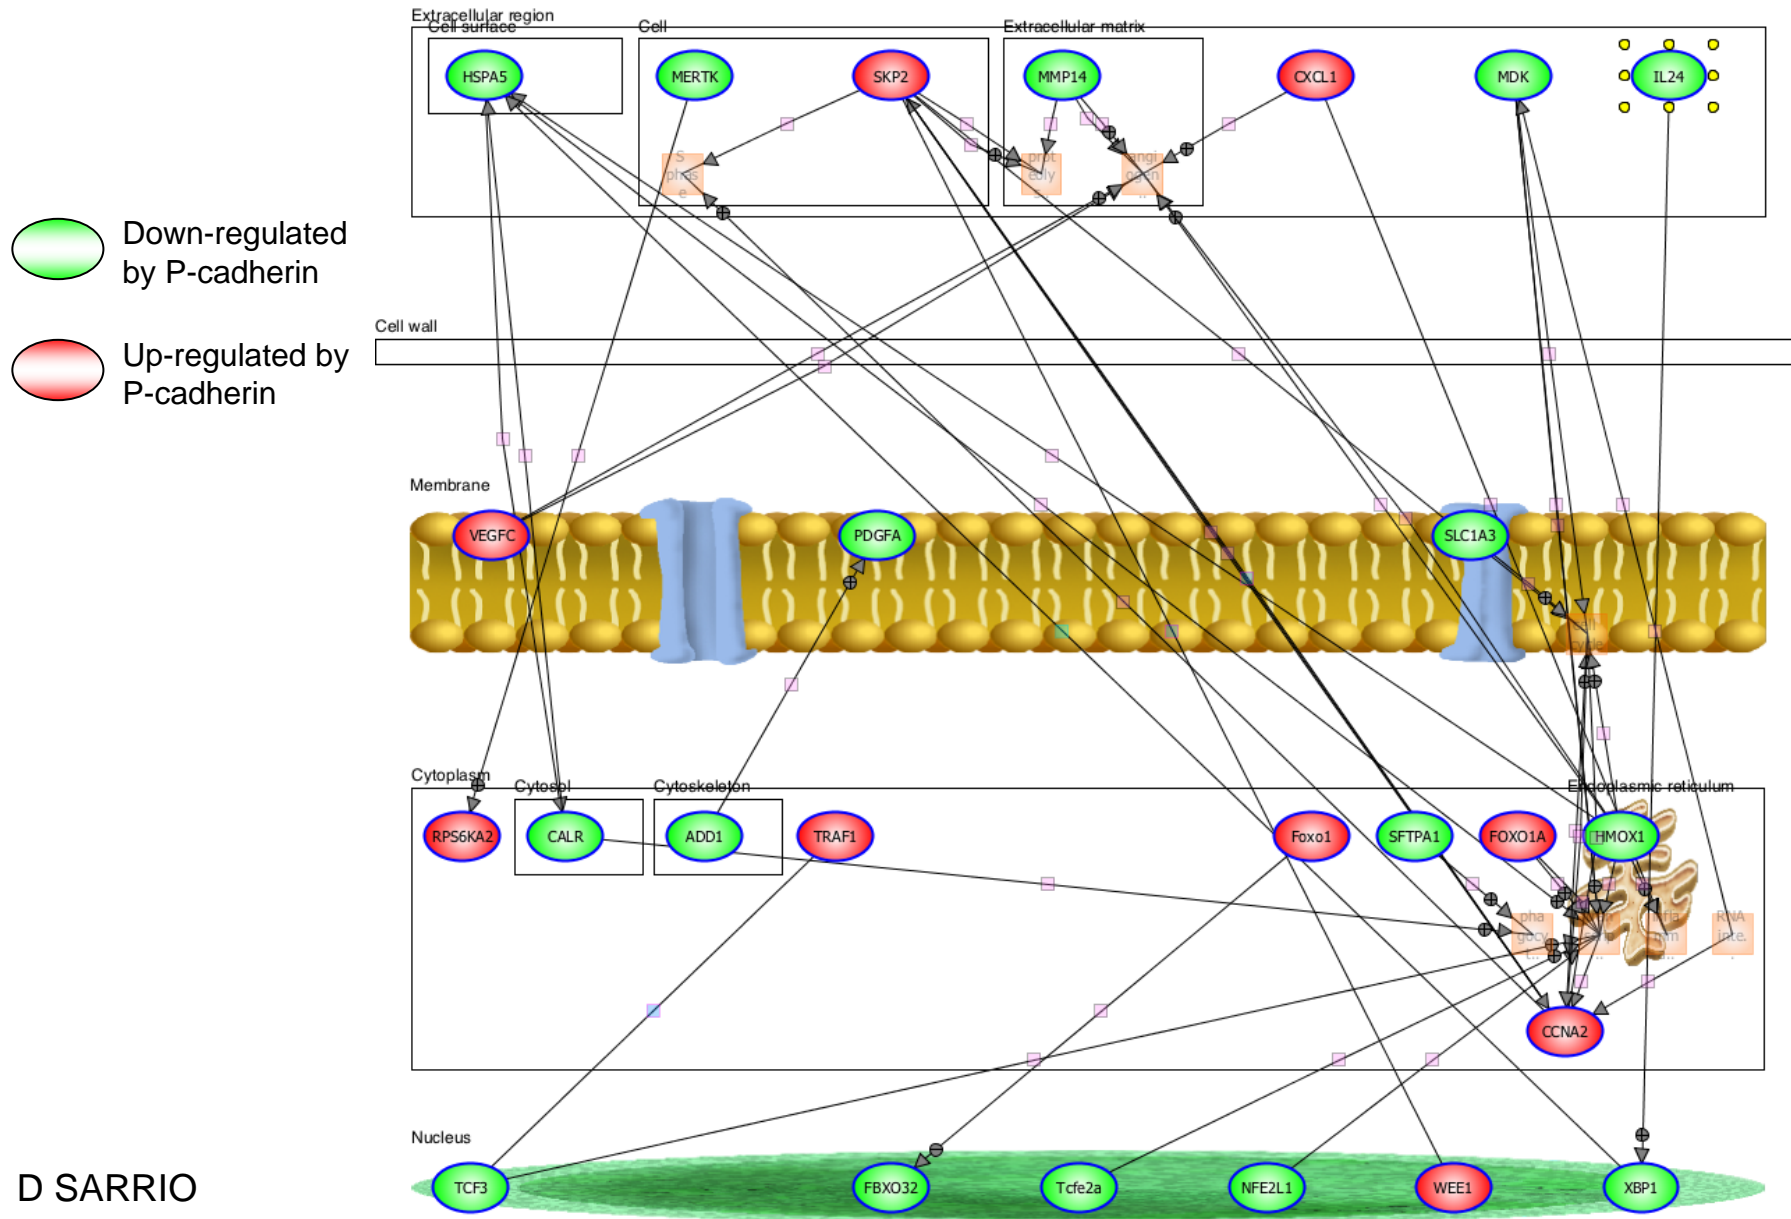

D SARRIO

Additional file 6

How the deposited data were processed for this re-analysis (not part of the article)

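Gene expression was measured on 8 spotted cDNA arrays with RNA from 4 clones of MDA-MB-231, 2 labelled as carrying the vector for E-cadherin (B1, B3) and 2 that for P-cadherin (A, B), with 2 hybridizations of each clone (a, b). Cells were treated with 10 nM dexamethasone for 48 h and then grown for 24 h without it. Clone RNA was labelled with Cy5 and a pool of RNA from dexamethasone-treated control clones with Cy3 on every array. The paper's methods name 2 control clones in one place and 3 in the pool in another. The sample names give a number of the experiment for each hybridization in both their title and their source name, and these disagree for clone B3.

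The deposited values are log ratios of Cy5 over Cy3 as the authors made them with GenePix, 1 per spot. The log base is not stated and was taken as 2. The authors' normalization is not described for the deposited values and stays unknown; the array medians were 0.00127 and 1.91e-06 for B3 a and b, 0.00330 and 0.00239 for B1 a and b, 0.00215 and -0.000151 for A a and b, and 0.00302 and 0.00367 for B a and b. The percentage of the 27648 spots with a value was 94.7 and 92.3 for B3, 94.4 and 94.4 for B1, 92.6 and 94.6 for A, and 93.9 and 94.3 for B, in the order a, b. Spot intensities were not used here, so signal over background is not given, and the number of arrays limits the precision. The authors removed genes that dexamethasone changed at least 2-fold in control cells; the list of these genes is not given, so this step was not repeated.

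Neighbouring spots of the same cDNA were averaged into 13824 probes, of which 453 had no value on any array, 12419 had one on all 8 arrays and 13109 had one in all 4 clones. Gene names came from the platform's annotation; the Entrez number of 8725 of 8744 probes with 1 gene was found in the RefSeq gene table of GRCh38.p14, and 0 names differed from it. A gene's value was the mean of its probes, of which 1742 genes had at least 2, and probes with several genes or none were left out at the level of genes. Hybridizations were averaged per clone, and a model with both cadherins was fitted with limma 3.58.1 (lmFit and eBayes, R 4.3.3, statmod 1.5.0) to 13109 probes and to 5849 genes. Comparisons were each cadherin against the control pool at an adjusted p under 0.05, E-cadh against P-cadh at 0.15 as in the paper, and, added after the data were examined, the mean of the 4 clones against the pool at 0.05; p was adjusted by Benjamini and Hochberg. The spread of the control clones is in none of these tests, since the arrays hold the pool only. A 2-fold change was an absolute mean log2 ratio of at least 1 without a test, the paper's criterion. The difference between the cadherins was also tested by exact permutation of the 8 hybridizations, and the arrays were clustered by average linkage on Euclidean distances. The correlation between the cadherins was set beside 200 simulations (seed 7) of unchanged groups that share a pool of 2 or 3 control clones. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

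Before the data were examined, 28 gene lists were written from general knowledge and tested with limma's camera with a preset correlation of 0.01 and with an estimated one; the result of a list is not reported here. The rule for named genes, set at the same time, took every gene named in the paper's text, Table 2 or Fig. 4B, for each comparison the 10 genes with the largest rise and the 10 with the largest fall among those past the threshold and changed the same way on every array, and up to 4 genes past the threshold of each list, 103 in all; the values of the paper's tables were known by then, and the rule was also applied to the added comparison. Other genes are named as chosen after their values were seen. The alternatives set before the data were examined were the 8 hybridizations as independent arrays, with the clone as a random effect or with either experiment number as a term, centring on the array median, quantile normalization, probes measured on all 8 arrays, the probe with the fewest missing values per gene, a 2-fold change in each clone, means of linear ratios, and leaving out each clone. Leaving out each hybridization (also for the means of called named genes), fitting the arrays labelled E-cadh alone, reading the values as natural or base 10 logarithms, and leaving out the first probe of each printed area were added after the data were examined.

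The fit was tested on 5 sets of simulated arrays. Over these sets 1000 probes of each size were changed for E-cadh. For P-cadh, and for E-cadh against P-cadh, 500 of each size were. The fit recovered 83.0% of changes of log2 1 and 96.9% of log2 2 for E-cadh. It recovered 77.2% and 94.6% for P-cadh, and 69.0% and 93.0% for E-cadh against P-cadh. Of the calls 3.38%, 2.50% and 11.9%, in this order, were false. With the 8 hybridizations as independent arrays, 27.6% to 33.2% of the calls against the pool and 60.0% of those between the cadherins were false. These rates are those of the simulated arrays. On the real arrays 0 of 13109 probes passed for E-cadh, although CDH1 averaged 2.70 (limma adjusted p = 0.0691). Every deposited value column was used (0 left out), and the paper's Western blots, immunofluorescence, migration, invasion and qRT-PCR have no deposited values and were left out.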

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

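The tests of explanations for CDH1 and CDH3, for the grouping of the arrays and for chromosome X were chosen only after these results were seen. Among 210 groups of 4 arrays, 20 held an array far from its other members, where chance alone marks about 1 in 20 groups, or 10.5.

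On the arrays labelled P-cadh, the second hybridization of clone B stood apart for ASNS (log2 ratio -2.23), SQSTM1 (-1.53), KLHL2 (-1.18), ITGB5 (0.64) and ARHGDIB (0.0271), its first hybridization for MCM3 (0.15), and the first of clone A for EDN2 (0.38), MMP1 (0.0417) and ZEB1 (-0.12). On the arrays labelled E-cadh, the second hybridization of clone B1 stood apart for EDN2 (1.78), VEGFC (1.44), ATF3 (0.89), TWIST1 (0.14), ZEB1 (-0.73) and SHMT2 (-1.39). The first hybridization of clone B3 did so for CXCL1 (-2.49) and SPINT2 (-0.10), and its second for MERTK (-0.19) and RPL31 (-0.55) and for the percentage of spots with a value (92.3).

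Outside the genes that the paper discusses, 5 genes of the list of amino acid synthesis and ATF4 targets were lower, and 44 genes of chromosome X higher, than the control pool in the 4 clones together (limma adjusted p under 0.05).

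The CDH1 probe was high and the CDH3 probe near 0 on the arrays labelled P-cadh as on those labelled E-cadh. A swap of labels between the groups would leave CDH1 low on arrays labelled E-cadh, and the lowest value there, 2.27, argues against it. RNA of cells with the E-cadherin vector on the arrays labelled P-cadh may account for the pattern. Over 118 genes of the paper's table these arrays followed its E-cadh column more closely than its P-cadh column (r higher by 0.119), but the arrays labelled E-cadh did so as well (r of 0.814 against 0.728). The 118 genes include CDH1 itself, and r was not computed without it, so the comparison does not decide. P-cadherin clones whose CDH3 RNA the probe misses and whose CDH1 probe is raised are less in keeping with the paper's own values on these probes in P-cadh, 3.78 for CDH3 and 1.58 for CDH1. In the deposited values, which do not give those folds, 0 further probes measure CDH3, so this explanation stays open. The paper's Western blot (Fig. 1A) measured the proteins in these clones, and a rise of CDH1 that follows P-cadherin was not tested.

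The arrays resembled each other across clones and cadherins. With the 8 hybridizations taken as independent, the split of B3 and A against B1 and B separated 789 probes at a limma adjusted p under 0.15, the most of 35 splits, and E-cadh against P-cadh 0; 2 splits that part the hybridizations of a clone separated 395 and 415, and the others 0, which points to a structure of the hybridizations other than the cadherins. The hybridizations are pairs from the same clone, however: 60.0% of such calls between the cadherins were false on simulated arrays, and with the 4 clones as units each of the 3 splits separated 0 probes. A count of 0 for the real split is reached by all 35 of 35 splits whatever the data, so it was not tested against chance. A batch marked by the experiment number would make arrays of the same number deviate alike from their cadherin's mean, across the cadherins. By the numbers of the source names such deviations had a mean r of -0.0315 for the same number and 0.0315 for other numbers, with a lowest of -0.412, which argues against it. By those of the titles the means were 0.111 and -0.111 with a lowest of -0.374, so a batch that acts on some of the arrays stays open; with either number as a term 0 probes differed between the cadherins. Copy number that differs between the clones may contribute, since genes 10 places apart on a chromosome were correlated in this split (r of 0.0867, highest of 1000 shuffles 0.0490), but genes were so in the other contrasts as well (r of 0.0429 to 0.0763). Neighbouring genes with shared regulation and a difference of culture between clones stay open and were not tested.

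Of 265 genes of chromosome X, 44 were higher and 1 lower in the 4 clones than in the control pool, where 9.00 higher ones would follow from the share over all chromosomes (Fisher's exact test, adjusted p = 1.8e-18 over 23 chromosomes). The uncalled genes of the chromosome were shifted too, by a median of 0.0441, which argues against a few genes alone, and the lowest of the 8 arrays was shifted by 0.0456, which argues against a single array or clone. Chromosome copy number that differs between the control pool and the clones stays open: uncalled genes 10 places apart were correlated in the mean of the clones (r of 0.0422, highest of 1000 shuffles 0.0412), but a shift of whole chromosomes gives this by itself, so the test does not decide. The ratio does not say whether pool or clones differ, and a biological effect of the cadherins on the chromosome was not tested.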

How the results depend on the processing

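Leaving out single hybridizations, fitting the arrays labelled E-cadh alone, other log bases and all alternatives for the mean of the 4 clones were chosen after seeing the data; where no construction is named, the cause was not tested. Without a clone its cadherin is left with 1, which is assumed to vary like the other cadherin's.

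With the 8 hybridizations as independent arrays, with the clone as a random block, and with the titles' or the source names' experiment number as a replicate block, in this order, the counts for E-cadh were 820, 261, 1013 and 422 probes (0 as reported) and 502, 138, 601 and 287 genes (10 as reported). For P-cadh they were 328, 129, 241 and 180 probes and 217, 91, 192 and 135 genes (0 as reported), and for the 4 clones together 2243, 1405, 2225 and 1761 probes (328 as reported) and 1080, 713, 1055 and 872 genes (283 as reported). Of the 10 genes of E-cadh 10, 7, 10 and 10 were among those called, and of the 283 of the 4 clones 278, 267, 277 and 275. These settings add degrees of freedom, and means change where an array has no value, as for the ARHGDIB probe of the paper's table (signed fold in E-cadh of -1.48 as reported and -1.73, -1.66, -1.86 and -1.73); the CDH1 probe kept 2.70 and 2.19 and passed the threshold in each, which it did not as reported. Arrays of the same experiment number deviated alike by a mean r of 0.111 for the titles (-0.374 to 0.646) and -0.0315 for the source names (-0.412 to 0.646).

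Quantile normalization gave 1 gene for E-cadh (HERPUD1), and 3 probes and 5 genes for P-cadh (ACSL1, EIF1AX, HERPUD1, MDK and, chosen after its values were seen, EVI2B), 21 and 34 2-fold probes (34 and 20 as reported) and 3 lists between the cadherins (5 as reported); of 283 genes of the 4 clones 261 were shared with its 345. Means of linear ratios gave 29 higher and 7 lower 2-fold probes for E-cadh (14 and 20 as reported) and 18 and 3 for P-cadh (15 and 5). A 2-fold change in each clone left 12 and 9 probes and an overlap of 5 (8 as reported), natural logarithms gave 204, 128 and 68, and base 10 logarithms 1775, 1271 and 840. The arrays labelled E-cadh alone gave 0 genes, limma over the 46 2-fold probes 9 between the cadherins, and the clustering of all probes a difference of -0.105 between r within and between cadherins (0.00621 as reported).

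Leaving out a clone or a hybridization gave 0 to 39 probes and 0 to 36 genes for E-cadh, 0 to 30 probes and 0 to 17 genes for P-cadh, 0 to 1 genes between the cadherins (ASNS, without B hybridization b), and 0 to 588 probes and 0 to 345 genes for the 4 clones. The range was 22 to 136 for 2-fold probes of E-cadh, 18 to 53 for P-cadh, 6 to 15 for their overlap, and, leaving out clones only, 0.627 to 0.703 for the correlation, -0.0376 to 0.0457 for the clustering difference, and 1 to 7 for lists between the cadherins. Without B3 there were 39 E-cadh probes and 136 2-fold ones, without B1 or B3 30 P-cadh probes and 17 genes, and without A or B 0 genes for the 4 clones; the 2-fold probes of E-cadh numbered 50 without B1, 107 without B1 hybridization a and 55 without B3 hybridization b, those of P-cadh 40 without B, and the overlap 15 without A. For all 4 clones against control pool, leaving out B3 hybridization a gave 165 probes and 166 genes, B1 hybridization a 0 and 77, B1 hybridization b 127 and 67, and B hybridization a 28 and 47; E-cadh had 23 genes without B hybridization b. The CDH1 probe of the arrays labelled P-cadh lay between 1.67 and 2.71 and passed at 2.19 without B1 or B3; the CDH3 probe of those labelled E-cadh lay between -0.0396 and 0.00118.

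For named genes, 309 results gave 3762 values under the alternatives, of which 3273 kept direction and side of the threshold, 290 now passed, 53 no longer passed and 146 moved by more than the spread; 0 called results changed sign. Centring on the median and probes measured on all 8 arrays kept the same 10 genes for E-cadh, with 10 and 15 called.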

Differences from the paper's values

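Folds are signed (below the pool negative), E-cadh first and P-cadh second where both are given. Over the paper's 150 listed genes, 118 of which were found here, the median ratio of the log folds here to the paper's was 0.418 for E-cadh and 0.331 for P-cadh, 0.602 and 0.478 with natural logarithms and 1.39 and 1.10 with base 10 logarithms, so none of the bases brings both cadherins to the paper's scale. Base 10 would make 1775 and 1271 probes 2-fold. Of the paper's genes 80 of 86 for E-cadh and 54 of 64 for P-cadh had the paper's direction, and 44 of 52 compared folds differ, 15 of them in sign.

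The paper's value for CDH1 is 14.32 and 1.58, here 6.50 and 4.57, and for CDH3 the paper's 1.11 and 3.78, here -1.01 and -1.01; no alternative set before the data were examined closes these gaps. Read as natural logarithms, chosen after seeing the values, CDH1 is 14.9 and 8.95, near the paper's value for E-cadh, though beyond the spread between the clones, and farther from it for P-cadh. For CLEC2B (CLECSF2) the paper's are 4.45 and 3.86, here 2.02 and 1.61. The paper's COL12A1 is 2.90 and 2.01, here 1.98 and 1.16. For P-cadh alone the paper's MMP14 is -2.46, here -1.06, its ARHGDIB -6.07, here -1.89, its ILK 1.66, here 1.51, its FGFR4 -2.06, here 1.20, and its PTPRM -2.05, here 1.35. The paper's SERPINE2 is -1.38 and -2.87, here 1.09 and 1.32. The paper's EDN2 is 3.12 and 1.10, here 1.83 and 1.38; its HGS 2.16 and 1.53, here 1.58 and 1.44; its KDR 3.33 and 1.09, here 1.14 and 1.22. The paper's NFKBIA is 2.25 and 1.66, here 1.36 and 1.15, and its VEGFC 2.20 and 2.61, here 1.39 and 1.23. The paper's ATF3 is 2.31 and 1.65, here -1.14 and -1.19, and its BHLHB2 1.04 and -2.11, here -1.31 and -1.34. For E-cadh alone the paper's HIST1H4C is 2.50, here 1.70, its EGR1 4.20, here -1.07, and its JUNB 2.05, here 1.09. The paper's CCNG2 is 2.18 and -1.73, here 1.08 and 1.37, its RRM2 3.30 and 5.53, here 2.36 and 1.89, and its WEE1 4.78 and 2.24, here 1.41 and 1.27. The paper's CXCL1 is 3.56 and 2.58, here -1.72 and -1.50, its IL24 2.88 and -2.16, here -1.14 and 1.10, and its TCF3 -1.56 and -2.43, here -1.30 and -1.34.

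Of the alternatives set before the data were examined, leaving out clone B3 brings the E-cadh value to within the SD between the clones of the paper's, on the log scale, for COL12A1 (2.39), SERPINE2 (-1.15), EDN2 (2.31), HGS (1.93), NFKBIA (1.71), VEGFC (1.75), HIST1H4C (2.15), RRM2 (2.76) and IL24 (1.60). Quantile normalization (1.55) and leaving out clone A (1.60) do so for ILK in P-cadh, and leaving out clone B for KDR in P-cadh (1.13). Natural logarithms, chosen after seeing the values, do so for COL12A1 (2.69), EDN2 (2.39), HGS (1.94), NFKBIA (1.56), VEGFC (1.61), HIST1H4C (2.15), RRM2 (3.45) and TCF3 (-1.46) in E-cadh and ILK (1.81) in P-cadh, and make 25 of the paper's 86 genes found for E-cadh and 11 of its 64 for P-cadh 2-fold in its direction, where base 2 makes 7 and 4, which still leaves out 61 and 53. Base 10 logarithms, chosen after seeing the values, do so for EDN2 (7.47), HGS (4.57), NFKBIA (2.77), VEGFC (3.00), HIST1H4C (5.80), JUNB (1.33) and WEE1 (3.14) in E-cadh and COL12A1 (1.65), ARHGDIB (-8.23), NFKBIA (1.58), BHLHB2 (-2.63), RRM2 (8.33), WEE1 (2.23) and TCF3 (-2.65) in P-cadh, with an SD that grows by the same factor, leave out 19 and 26 of the paper's genes, and put CDH1 at 500.4 and 155.4. The other alternatives set before the data were examined leave these gaps, and neither they nor the other log bases close the remaining ones.

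The paper counts 126 probes and 107 genes at least 2-fold in E-cadh, here 34 and 17, and the paper's 98 probes and 79 genes in P-cadh compare with 20 and 14. The paper's 40 genes up and 67 down in E-cadh compare with 9 and 8, its 42 up and 37 down in P-cadh with 10 and 4, and its 149 genes in either with 24. Means of linear ratios give 20 genes up and 4 down in E-cadh and 10 up and 2 down in P-cadh. Leaving out clone B3 gives 136 probes in E-cadh, within 1.5 times the paper's count, and 38 genes up and 21 down; the 38 is within 1.5 times the 40 up of the paper's Table 1 but not the 68 up of its additional table, and the 21 is not within 1.5 times either count down. Natural logarithms, chosen after seeing the values, give 99 genes in E-cadh, 128 probes, 74 genes and 58 genes up in P-cadh, and 138 genes in either, each within 1.5 times the paper's count, and 204 probes in E-cadh, beyond that, again without 61 and 53 of its genes; they also give 66 genes up and 33 down in E-cadh, near the 68 and 40 of the paper's additional table and not the 40 and 67 of its Table 1, and 16 down in P-cadh. The paper's 46 probes and 40 genes between the cadherins at an adjusted p under 0.15 compare with 0 and 0. No alternative set before the data were examined closes this gap, with 9 of the 46 2-fold probes passing when adjusted over those alone. The tests differ, however. The paper's was an ANOVA by permutation among its groups, on genes selected for a 2-fold change. The 0 and 0 are from limma on 4 clone means, over all 13109 probes and 5849 genes. The paper's ANOVA was not repeated, so the counts are not like for like. In the paper's additional table of genes 68 are up and 40 down for E-cadh and 37 up and 43 down for P-cadh, where its Table 1 has 40 and 67, and 42 and 37.

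The paper places the arrays of each cadherin in a branch of their own (Fig. 4A), while here the first split parted a single array of clone B1. The paper describes TCF3 as lower under P-cadherin and not under E-cadherin, while here its mean log2 ratio was -0.26 and -0.30 with a difference of 0.03. The paper describes MMP14 as lower under P-cadherin alone, while here it was -0.06 and -0.08. On the paper's markers ARHGDIB (-0.43 and -0.60) and VEGFC (0.48 and 0.30) the directions here are the paper's, without passing the test. For MMP14, ARHGDIB and VEGFC the paper's statements also rest on its qRT-PCR, which has no values here. Of the 29 genes found among those the paper marks as different between the cadherins, 18 differ here in the paper's direction, and across them the differences had a correlation of -0.137 with the paper's.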

Other observations

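The tests by chromosome and the comparison of the 4 clones with the pool were chosen only after the data were seen. Over the 4 clones against the control pool, TIMP1, an inhibitor of matrix proteases that lies on chromosome X with its shifted genes, rose by log2 0.78 (standard error 0.10, limma adjusted p = 0.0236, above the pool on 8 of 8 arrays), and TIMP3 by 0.77 (adjusted p = 0.0131). S100A4, a calcium-binding protein of motile cells, rose by 0.59 (adjusted p = 0.0204), the kinase ROCK2 by 0.55 (adjusted p = 0.0380) and the integrin ITGB5 by 0.46 (adjusted p = 0.0230). The matrix protein TGFBI fell by 0.52 (adjusted p = 0.0209), the cyclooxygenase PTGS2 fell by 0.50 (adjusted p = 0.0226) and the transcription factors MYC fell by 0.43 (adjusted p = 0.0289) and KLF4 fell by 0.40 (adjusted p = 0.0418). CCND1 rose by 0.33 (adjusted p = 0.0461), the restriction factor BST2 by 1.00 (adjusted p = 0.0204) and ACSL1 of fatty acid activation by 0.88 (adjusted p = 0.0142); ACSL1 lies on chromosome 4 and TGFBI on chromosome 5, which also departed in their direction. MMP1 (-0.09), MMP2 (0.05) and MMP9 (-0.03) and the factors of epithelial-mesenchymal transition SNAI1 (0.05), TWIST1 (0.01) and ZEB1 (-0.01) did not pass in limma.

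Lists that did not pass camera on the arrays labelled E-cadh or P-cadh had these adjusted p, E-cadh first. They were 0.365 and 0.726 for adherens junction components, 0.460 and 0.791 for mesenchymal markers, 0.901 and 0.980 for factors of epithelial-mesenchymal transition, and 0.460 and 0.980 for Wnt and beta-catenin targets. Immediate early genes had 0.361 and 0.980, NF-kB targets and chemokines 0.460 and 0.726, interferon-stimulated genes 0.506 and 0.726, genes induced by glucocorticoids 0.901 and 0.726, and hypoxia and glycolysis 0.892 and 0.980. Targets of p53 had 0.892 and 0.980, TGF-beta targets 0.901 and 0.941, receptor tyrosine kinases with angiogenic ligands 0.929 and 0.790, and replication-dependent histones 0.704 and 0.509. Marker lists of other cell types had 0.901 and 0.575 for luminal breast cells, 0.594 and 0.726 for lymphocytes and monocytes, and 0.506 and 0.726 for fibroblasts. In limma over all genes 1 adherens junction component (CDH2, also in the mesenchymal list) and 1 TGF-beta target (TSC22D1) passed for E-cadh. For either label 0 genes of the other lists named here passed. The adherens junction list also holds CDH1, the gene of the E-cadherin vector. It is among the 2 higher genes of that list under either label when adjusted over the list alone. Adjusted over the list alone, the higher and lower genes for E-cadh were 2 and 1 of adherens junctions, 2 and 1 of mesenchymal markers, 2 and 1 of Wnt targets, 3 and 2 of immediate early genes, 0 and 1 of NF-kB targets, 2 and 0 of interferon-stimulated genes, 0 and 1 of p53 targets, 0 and 2 of TGF-beta targets, and 1 and 1 of luminal markers. For P-cadh they were 2 and 0 of adherens junctions, 2 and 1 of mesenchymal markers, 1 and 1 of NF-kB targets, 2 and 0 of interferon-stimulated genes, 1 and 0 of hypoxia, 0 and 2 of TGF-beta targets and 0 and 3 of histones, and 0 of the others. The mean of the histones for P-cadh was -0.05 and their median 0.22, and the test pointed down; for E-cadh the TGF-beta targets had a mean of -0.01 and a median of 0.07.

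Other chromosomes also departed from the share of calls over all chromosomes in the comparison of the 4 clones with the pool. On chromosome 4, 29 of 200 genes were higher, against 6.79 from that share (Fisher's exact test, adjusted p = 1.3e-10), and its genes were shifted up on 8 of 8 arrays. On chromosome 13, 10 of 113 genes were lower, against 1.65 (adjusted p = 1.07e-04), and shifted down on 8 of 8 arrays, and on chromosome 5, 11 of 248 were lower, against 3.62 (adjusted p = 0.00995). On chromosome X the largest rises were EIF1AX (1.14), SH3KBP1 (0.87) and, chosen after their values were seen, LAMP2 (0.84) and MMGT1 (0.84). Print areas explained at most 0.694% of the variance between probes on an array, against 0.387% by chance. The 48 probes that open the printed areas also averaged -0.55 ± 0.16 (SD over probes) on the arrays labelled P-cadh, with 0 of them 2-fold lower there.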
